# PAX4 R192H variant impairs β cell function by disrupting β cell identity and compensatory capacity in response to metabolic stress

**DOI:** 10.1186/s13073-026-01669-z

**Published:** 2026-05-28

**Authors:** Jungsun Park, Kyun Hoo Kim, Hyunsuk Lee, Joon Ho Moon, Soo Heon Kwak, Jong Il Kim, Hail Kim, Kyong Soo Park

**Keywords:** PAX4, Type 2 diabetes genetics, Pancreatic β-cell

## Abstract

**Background:**

Type 2 diabetes is characterized by progressive β cell dysfunction, yet the mechanisms by which genetic susceptibility contributes to β cell area and function remain poorly understood. PAX4 is a transcription factor critical for β cell development, and a nonsynonymous variant resulting in an arginine-to-histidine substitution at position 192 (R192H) has been associated with increased type 2 diabetes risk and identified only in individuals of East Asian ancestry.

**Methods:**

Here, we generated *PAX4* R192H knock-in (*Pax4*^R192H/R192H^) mouse and integrated metabolic phenotyping, bulk and single cell transcriptomics, and human cohort analyses to investigate how *PAX4* R192H mutation increases the risk of type 2 diabetes.

**Results:**

Homozygote knock-in mice (*Pax4* R192H) exhibited normal pancreatic endocrine development but developed glucose intolerance and impaired insulin secretion when fed a high-fat diet. Bulk and single-cell RNA-seq of islets from *Pax4* R192H mice fed high-fat diet revealed impaired β cell adaptation to metabolic stress characterized by enhanced endoplasmic reticulum stress and impaired β cell maturity, with upregulation of dedifferentiation and α cell markers and downregulation of β cell identity genes. *Pax4* deletion in β cells resulted in similar phenotypic and transcriptomic profiles to *Pax4* R192H mice. In humans, the trajectories of β cell function were evaluated over a 14-year period using biennial oral glucose tolerance tests from 4,242 participants, where *PAX4* R192H carriers showed 1.4-fold accelerated decline in disposition index, with increasing body mass index further exacerbating their type 2 diabetes risk.

**Conclusions:**

Overall, PAX4 is essential for maintaining β cell identity and compensatory function under metabolic stress, and the R192H variant predisposes to type 2 diabetes by impairing this adaptive capacity.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13073-026-01669-z.

## Background

Type 2 diabetes is a major public health challenge, currently affecting over 500 million people [1]. Genome-wide association studies have identified genetic variants associated with type 2 diabetes across diverse populations, highlighting the heterogeneous nature of its pathogenesis [2–4]. Additionally, our previous study using whole-exome sequencing and exome array genotyping identified a nonsynonymous variant in the paired box 4 (*PAX4*) gene, rs2233580 (chr7:127,613,496 C > T; p.Arg192His, hereafter referred to as *PAX4* R192H), as a type 2 diabetes-associated allele with specificity to East Asian populations. This variant is associated with increased type 2 diabetes risk (~ 1.8-fold for heterozygote and 3.2-fold for compound homozygote) and an earlier age of disease onset in Koreans [5].

PAX4 is a transcription factor that is essential for pancreatic β cell development; *Pax4* knockout (KO) mice fail to generate β cells [6]. While the role of PAX4 in β cell development has been extensively studied, with PAX4 expression being enriched during the embryonic period and markedly reduced after birth, its function in mature β cells is not yet well understood [7]. Recent studies showed the presence and function of PAX4 in adult islets [8–11]. Pax4 is induced upon a high-fat diet (HFD) or metabolic stress via Srebp1c, protects β cells from stress-induced apoptosis by suppressing selective nuclear factor-kB target genes, and promotes β cell proliferation [8, 12–14]. However, the functional investigation on the PAX4 R192H variant remain limited. Structural analyses of PAX4 R192H suggest that this mutation impairs DNA binding, indicating a potential loss-of-function [15]. Recently, Lau et al. investigated the role of PAX4 R192H in human induced pluripotent stem cell (hiPSC)-derived β cells and found increased formation of polyhormonal endocrine cells along with reduced insulin content [16]. However, the in vivo consequences of the *PAX4* R192H variant and the effects of β cell-specific *Pax4* KO, remain unexplored.

In this study, we generated and characterized *PAX4* R192H knock-in (*Pax4*^R192H/R192H^) and inducible β cell-specific *Pax4* KO (*Pdx1-Cre*^*ERT2*^;*Pax4*^floxed/floxed^) mouse models to investigate the underlying mechanism of increased type 2 diabetes risk and β cell dysfunction in *PAX4* R192H. While *Pax4* R192H mice show normal metabolic phenotypes under standard chow diet (SCD), they exhibit impaired β cell compensation, reduced insulin secretion, and increased endoplasmic reticulum (ER) stress under HFD conditions. An inducible β cell-specific *Pax4* KO model confirmed a more severe phenotype, reinforcing the essential role of Pax4 in adult β cell function. Furthermore, we used a 14-year prospective human cohort that underwent biennial oral glucose tolerance tests and demonstrated that individuals carrying the *PAX4* R192H variant have an accelerated decline in β cell function (disposition index), particularly when combined with obesity or additional genetic predisposition to diabetes, highlighting the variant’s impact on β cell compensatory capacity under metabolic stress. Our findings underscore the importance of PAX4 in preserving β cell identity and function in the pathogenesis of type 2 diabetes and provide mechanistic insights into how the *PAX4* R192H variant compromises β cell compensation under metabolic stress.

## Methods

### Animal experiments

All mice were housed and bred in a specific-pathogen-free facility at Korea Advanced Institute of Science and Technology Laboratory Animal Resource Center with a 12-h light and 12-h dark cycle (light on at 7:00 am) at room temperature (22℃ ± 2℃) and 50% ± 10% humidity conditions. Only male mice were used in this study. A SCD (Purina 5008 chow) or HFD (Research Diet, #D12492; 60% fat) and water were given ad libitum. All animal experiments were approved by the Institutional Animal Care and Use Committee of Korea Advanced Institute of Science and Technology and conducted in accordance with relevant guidelines and regulations (KA2025-102-v1).

We generated a mutant mouse that harbors R200H mutation in the endogenous *Pax*4 allele corresponding to the R192H variant in humans. *Pax4*^WT/WT^ (wildtype) and *Pax4*^R192H/R192H^ (*Pax4* R192H) littermate mice obtained by crossing *Pax4*^WT/R192H^ were used in the study. All experiments involving *Pax4* R192H mice were performed using homozygous knock-in *Pax4* R192H mice of C57BL6/N background.

Sperm from mice carrying a *Pax4*^*tm1a*^ allele (*Pax4*^*tm1a(EUCOMM)Hmgu*^, MGI:4841624) was obtained from the European Mouse Mutant Archive (EMMA) and used for in vitro fertilization. *Pax4*^*tm1a*^ allele contains FRT sites, lacZ, loxP sites, and neomycin resistance cassettes inserted in the intron located between exons 1 and 2. Mice harboring a *Pax4*^*tm1a*^ allele were crossed with ACTFLPe mice [17] (MGI: 3714491) to remove both lacZ and neomycin resistance cassettes, generating mice harboring *Pax4*^*tm1c*^ allele. For brevity, mice carrying *Pax4*^*tm1a*^ or *Pax4*^*tm1c*^ allele are referred to as *Pax4*^*LacZ*^ and *Pax4*^*floxed*^ mice. To generate *Pax*4 β cell specific inducible KO mice (*Pax4* βiKO), *Pax4* homozygote floxed (*Pax4*^floxed/floxed^) mice (MGI:4841624) were crossed with *Pdx1-Cre*^*ERT2*^ mice (MGI: 26844321) [18]. Cre recombination was induced by five consecutive daily intraperitoneal injections of tamoxifen (75 g/kg; T5648, Sigma-Aldrich) dissolved in corn oil (Corn oil, C8267, Sigma-Aldrich). *Pax4*^flox/flox^; *Pdx1-Cre*^*ERT2*^ (-) mice treated with tamoxifen were used as the control group.

### Genotyping

Genomic DNA was extracted from tail of *Pax4* R192H mice for genotyping. For *Pax4* R192H, PCR was performed using forward primer and reverse primer (Forward: 5′-CCTCTGCTGCCATCTCTACC-3′; Reverse: 5′-CTTCCCAGTCCCCACAGTAA-3′), followed by overnight incubation at 37 ℃ with the restriction enzyme, Nco1 (Enzynomics, ATG-R004S). If the DNA was cut, the banding size was (152 and 372 bp); if not cut, the banding size was (527 bp), used for genotyping. Genomic DNA was extracted from tail of *Pax4* βiKO mice for genotyping. The *Pax4*^floxed/floxed^ was detected by PCR using the primers: forward, 5′-GGACTGTCCAACAGTGAAAC-3′; reverse, 5′-CACTAACATCACAGAGGCAGCTGAG-3′. For *Pax4* βiKO mice, the *Pdx1-Cre*^*ERT2*^ transgene was detected using the primers: forward, 5′-CTGGACTACATCTTGAGTTGC-3′; reverse, 5′-GGTGTACGGTCAGTAAATTTG-3′. PCR was performed using Taq polymerase (NanoHelix) with the following conditions: 95 °C for 5 min, followed by 35 cycles of 95 °C for 30 s, 58 °C for 30 s, and 72 °C for 45 s, with a final extension at 72 °C for 7 min. PCR products were analyzed using 2% agarose gel electrophoresis.

### Metabolic assays

Body weight and random blood glucose levels were measured weekly. For the glucose tolerance test (GTT), the mice were fasted overnight for 16 h and 2 g/kg D-glucose (Sigma) was administered via intraperitoneal injection. For glucose measurement, blood glucose levels from 0, 15, 30, 60, 90, and 120 min after injection were measured from tail vein using a glucometer (Gluco Dr.TOP glucometer, Allmedicus). For insulin tolerance test, mice were fasted for 6 h and injected with human insulin (Humulin R, Lilly) in phosphate-buffered saline (PBS; 0.75U/kg for SCD or 1 U/kg for HFD). Blood samples were then obtained from the tail vein at 0, 15, 30, 45, 60, 75, and 90 min after injection.

### Glucose-stimulated insulin secretion

For in vivo glucose-stimulated insulin secretion (GSIS), mice fasted for 16 h were given an intraperitoneal injection of D-glucose in PBS (2 g/kg for SCD and 3 g/kg for HFD). Blood samples were collected at 0, 15 and 30 min after the injection using heparinized capillary tubes (Marienfeld). Subsequently, the samples were centrifuged at 1500 g for 10 min at 4℃ to obtain the supernatant, which was then used for insulin ELISA analysis (80-INSMSU-E01, ALPCO) as previously described [19].

For ex vivo GSIS, isolated islets from mice as described previously [20] were incubated overnight in Roswell Park Memorial Institute (RPMI) 1640 medium containing 10% fetal bovine serum and 1% penicillin/streptomycin at 37℃ in a humidified incubator. The islets were transferred to Krebs–Ringer HEPES (KRH) buffer containing 5 mM glucose, incubated for 2 h at 37℃. The islets were then transferred to 2.8 mM glucose KRH buffer and incubated for 1 h. After incubation, the islets were hand-picked (n = 10 islets each) and placed into a 12-well non-coated dish. To measure the basal insulin secretion levels, the samples were incubated with 2.8 mM glucose KRH buffer for 15 min, and 50 μL of supernatant was obtained for insulin measurements. For high glucose stimulation, islets isolated from mice fed a SCD were incubated in KRH buffer containing 16.8 mM glucose for 15 min, and the supernatants were collected. Additionally, islets isolated from mice fed a HFD were incubated in KRH buffer containing 20 mM glucose for 15 min, and the supernatants were collected. For intracellular insulin extraction, the islets were incubated in acid–ethanol (1.5% HCL in 100 mL of 70% ethanol) for 16 h at 4℃. The same volume of 1 M Tris–Cl buffer (pH 8.0) was added for neutralization. Insulin levels were measured using a mouse insulin ELISA kit (80-INSMSU-E01, ALPCO). Insulin secretion was calculated by dividing the secreted insulin by the insulin content extracted from the islets.

### Immunofluorescence staining and quantification of cells

Pancreata from mice were perfused with PBS, fixed in 10% neutral buffered formalin (HT501128, Sigma-Aldrich) for 4 h at room temperature and washed with deionized water for 1 h. The tissues were processed using an automatic tissue processor (TP1020, Leica Biosystems) and embedded in molten paraffin wax. Paraffin-embedded tissue sections were sliced at 4-μm thickness and mounted on adhesive glass slides (081000, Marienfeld). The slides were deparaffinized and rehydrated. Antigen retrieval was performed by incubating the slides in sodium citrate buffer (10 mM sodium citrate, pH 6.0) for 13 min at 95℃. The slides were washed in PBS for 10 min and samples were blocked with 4% normal donkey serum (017–000–121, Jackson ImmunoResearch) in PBS for 30 min at room temperature. The samples were then incubated for 16 h at 4℃ with primary antibodies. The samples were washed in PBS for 5 min and incubated for 1 h at room temperature with secondary antibodies. The samples were washed in PBS for 5 min, incubated for 5 min with DAPI (D9542, Sigma-Aldrich, 1 μg/mL) at room temperature, and then mounted with fluorescence mounting medium (S3023, Dako). Images were acquired using a LSM 780 confocal microscope (Carl Zeiss).

The following antibodies were used: guinea pig anti-Insulin (1:500, Dako, A0564); mouse anti-Glucagon (1:500, Sigma- Aldrich, G2654); rabbit anti-Somatostatin (1:500, Dako, A0566); mouse anti-Pdx1 (1:500, DSHB, F6A11); rabbit anti-MafA (1:1000, CST, 79,737); rabbit anti-Glut2 (1:500, Merck Millipore, 07–1402-I); rabbit anti-Ki67 (1:1000, Abcam, ab15580); rabbit anti-Ngn3 (1:50, Abcam, AB38548); and rabbit anti-Ucn3 (1:500, Pheonix, H-019–29).

The following secondary antibodies were used: Alexa Fluor 488 conjugated anti-guinea pig IgG (1:1000, Jackson ImmunoResearch, 706–545-148); Alexa Fluor 594 conjugated anti-rabbit IgG (1:1000, Jackson ImmunoResearch, 711–585-152); and Alexa Fluor 594 conjugated anti-mouse IgG (1:1000, Jackson ImmunoResearch, 715–585-151).

Images were acquired using a confocal microscope (LSM 780 confocal, Carl Zeiss) under consistent acquisition settings. Quantification of α cells or δ cells was performed using ImageJ 1.53e by manually counting the number of glucagon-, somatostatin-, and insulin-positive cells in each islet. The proportion of α cells was calculated as the number of glucagon-positive cells divided by (glucagon-positive + insulin-positive cells), and the proportion of δ cells was calculated as the number of somatostatin-positive cells divided by (somatostatin-positive + insulin-positive cells), both expressed as a percentage. A minimum of 1000 endocrine cells per mouse from at least three biological replicates were analyzed. Similarly, the quantification of GLUT2 and MAFA positive area was conducted using an analogous approach, analyzing more than 100 islets per mouse to ensure statistical robustness.

Pancreas sections on slides (eight per mouse, taken at least 100 μm apart) were subjected to insulin and Ki67 immunofluorescence staining. The β cell proliferation rate was calculated as the percentage of insulin and Ki67-copositive cells over all insulin positive cells.

### Immunohistochemistry staining and β cell area

Formalin-fixed, paraffin-embedded pancreatic sections were deparaffinized and rehydrated. For Immunohistochemistry staining, antigen retrieval was performed as described for immunofluorescence staining. The slides were cooled and washed in PBS for 10 min and endogenous peroxidases were blocked with BLOXALL solution (SP-6000, Vector Laboratories) for 10 min at room temperature. The slides were blocked with 2% normal goat serum (S-1000, Vector Laboratories) in PBS for 1 h at room temperature, and then incubated for 16 h at 4℃ with primary INS antibody (A0564, Dako, 1:500). The slides were washed in PBS for 10 min and stained using an ABC-HRP kits (PK-4001/4007, Vector Laboratories) as directed. Subsequently, 3,3′-Diaminobenzidine (SK-4100, Vector Laboratories) was used as a substrate for HRP enzyme. The slides were mounted. Images were acquired using a slide scanner. Pancreas sections on slides (6 per mouse, taken at least 100 μm apart) were subjected to insulin IHC staining. Whole-pancreas images were acquired using a JuLI Stage recorder (NanoEnTek). The insulin-positive area and the pancreas images were measured using ImageJ software (NIH). The β cell area was calculated by dividing the insulin-positive area by the pancreatic area.

### X-gal staining on Pax4^LacZ^ islets

Islets isolated from 12-week-old male *Pax4*^*LacZ/*+^ mice were incubated overnight in RPMI 1640 medium containing 10% fetal bovine serum and 1% penicillin/streptomycin at 37℃ in a humidified incubator. Islets were then exposed to 4 nM recombinant human Activin A (338-AC, R&D Systems) for 72 h. For X-gal staining, islets were fixed in fixative solution (2% formaldehyde (P6148, Sigma) and 0.2% glutaraldehyde (16,210, Electron Microscopy Sciences) in PBS) for 15 min on ice. After washing in PBS, islets were incubated in X-gal staining solution (1 mg/ml X-Gal (XF2001, Biosesang), 5 mM potassium ferricyanide, 5 mM potassium ferrocyanide, 2 mM MgCI_2_, 0.01% sodium deoxycholate, and 0.02% Nonidet P-40 (NP-40) in PBS) overnight at room temperature. Following washing in PBS, images were analyzed using a stereomicroscope (SZ61, Olympus).

### Quantitative RT–PCR

Total RNA was extracted from isolated pancreatic islets using TRIzol (Invitrogen) according to the manufacturer’s instructions. One microgram of total RNA was reverse-transcribed using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Quantitative RT–PCR was performed using Fast SYBR Green Master Mix (Applied Biosystems) on a ViiA 7 Real-Time PCR System (Applied Biosystems). Primer sequences were as follows: *Pax4* forward-1, *5*′-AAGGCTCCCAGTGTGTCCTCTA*−3*′; *Pax4* reverse-1*, 5*′-GATAGTCCGATTCCTGTGGCTG−*3*′; *Pax4* forward-2*, 5*′-AAGGCTCCCAGTGTGTCCTCTA−3′; *Pax4* reverse-2, *5*′-GTGATCTGAGTTGAGTCCAGTGCA−3′; *Actb* forward, *5*′-CAGCTTCTTTGCAGCTCCTT−*3*′; *Actb* reverse, *5*′-CTTCTCCATGTCGTCCCAGT−3′. Relative gene expression levels were calculated using the ddCt method, with *Actb* serving as an internal control.

### RNA-sequencing analysis

Total RNAs from isolated pancreatic islets were extracted using TRIzol (15596–026, Invitrogen) following the manufacturer’s protocol. RNA-seq libraries were prepared using TruSeq Stranded Total RNA LT Sample Prep Kit (Illumina) and sequenced (paired-end 100-bp reads) using an Illumina NovaSeq 6000 platform. The reads were aligned to mouse genome (mm10) using STAR (v2.7.1) [21]. Transcript abundance calculated by RSEM (v1.3.3) [22] was summarized to gene-level by the tximport R package (v1.36.0) [23]. Differential gene expression analysis was performed using the DESeq2 R package (v1.48.1) [24] with default parameters. DEGs were clustered by K-means clustering with the optimal number of clusters determined by the fviz_nbclust function in Factoextra R package (v1.0.7). Functional enrichment analyses of DEGs were performed using clusterProfiler R package (v4.16.0) [25].

### Droplet-based single-cell RNA sequencing (scRNA-seq)

Pancreatic islets isolated from two to three mice were pooled and digested in 0.25% trypsin with EDTA (25200–056, Gibco) at 37℃ for 10 min with gentle pipetting every 3 min. Dissociated cells were washed and resuspended with PBS containing 0.04% BSA (160069, MP Biomedicals) and loaded onto the 10 × Genomics Chromium system targeting 5,000 cells. Libraries for scRNA-seq were generated using the Chromium Next GEM Single Cell 3′ Reagent Kits v3.1. Libraries were sequenced using an Illumina HiSeqX platform.

### Preprocessing of scRNA-seq data

scRNA-seq data were processed using the Cell Ranger software (v6.0; 10 × Genomics). Alignment of reads to mouse reference genome (GRCm38) and generation of gene expression matrices were performed by cellranger count pipeline. Filtered expression matrices were loaded by the CreateSeuratObject function of the Seurat R package (v5.2.0) [26]. Ambient RNAs in droplet were estimated and removed by the SoupX R package (v1.6.2) [27]. Cells that meet the following criteria were retained: (1) low fraction of mitochondrial genes (< 10%); (2) UMI counts between 3000 and 50,000; or (3) features between 2000 and 5000. Furthermore, putative doublets were detected and removed using the DoubletFinder R package (v2.0.6) [28]. Preprocessed datasets from SCD-fed wildtype, SCD-fed *Pax4* R192H, HFD-fed wildtype, and HFD-fed *Pax4* R192H islets were merged by the merge R function.

### Analysis of scRNA-seq data

Data analysis was performed using the Seurat R package (v5.2.0) [26]. Normalization and variance stabilization was performed using the SCTransform function, with regression of mitochondrial gene content. After running PCA by the RunPCA function, integration was performed by the IntegrateLayers function using Harmony methods [29]. For a graph-based cell clustering, the FindNeighbors and FindClusters functions were used with the first 30 principal components. Followed by dimensional reduction using the RunUMAP function with the first 30 principal components, cells were visualized on the two-dimensional UMAP plot. DEGs for each cluster were identified with the FindMarkers function using the MAST R package [30]. Cell clusters were annotated based on the expression of canonical endocrine cell marker genes. Subset of clusters identified as endocrine cells were re-processed using the same workflows as described above. Functional enrichment analyses of DEGs were performed using the clusterProfiler R package (v4.16.0) [25]. Module scores for gene sets were obtained by using the AddModuleScore function of the Seurat R package, which calculate average expression levels of gene sets imported from the Molecular Signatures Database (MSigDB; v24.1.0) [31–33]. β cell signature gene set was generated by combining genes of ‘Hallmark pancreas beta cells (MM3909)’ of MSigDB and putative markers of mature β cell.

### Human cohort

#### Study population

The Ansan-Ansung Cohort Study is a prospective, community-based cohort study in South Korea that has been previously described in detail [34, 35]. The study is part of the Korean Genome and Epidemiology Study which aimed to investigate trends and the genetic and environmental etiology of chronic complex disorders including diabetes. Participants aged 40–69 years, residing either in the urban Ansan or the rural Ansung community, were enrolled in the study. The baseline survey was done between 2001 and 2002, and the follow-up examination was performed every 2 years. Data from 2001 to 2016 were included for analysis in this study. The study protocol was approved by the ethics committee of the Korean Center for Disease Control and the institutional review board of Seoul National University Hospital (1801–095–916). All participants provided written informed consent.

### Procedures

Details of the procedures were described previously [34, 35]. Briefly, anthropometric parameters were measured using standard methods. Fasting plasma glucose (FPG), fasting insulin and HbA1c were measured in a central laboratory following an overnight 12-h fast. Each participant underwent a 2-h 75 g OGTT at study enrollment and the test was repeated every 2 years. Plasma samples were taken at 0, 60, and 120 min during the OGTT to measure plasma glucose and insulin concentrations. Participants who had been previously diagnosed with diabetes or reported taking diabetic medication were exempted from undergoing OGTT. Definition of diabetes were based on the American Diabetes Association diagnostic criteria using FPG, 2-h glucose, and HbA1c [36].

Pancreatic β cell secretory response was estimated by 60-min insulinogenic index (IGI_60_), which was calculated based on plasma insulin and glucose levels at 0 and 60 min during the OGTT. IGI_60_ was calculated using the following formula:

$$\frac{{\mathrm{i}\mathrm{n}\mathrm{s}\mathrm{u}\mathrm{l}\mathrm{i}\mathrm{n}}_{60\mathrm{m}\mathrm{i}\mathrm{n}}-{\mathrm{i}\mathrm{n}\mathrm{s}\mathrm{u}\mathrm{l}\mathrm{i}\mathrm{n}}_{0\mathrm{m}\mathrm{i}\mathrm{n}} [\upmu \mathrm{U}/\mathrm{m}\mathrm{L}]}{{\mathrm{g}\mathrm{l}\mathrm{u}\mathrm{c}\mathrm{o}\mathrm{s}\mathrm{e}}_{60\mathrm{m}\mathrm{i}\mathrm{n}}-{\mathrm{g}\mathrm{l}\mathrm{u}\mathrm{c}\mathrm{o}\mathrm{s}\mathrm{e}}_{0\mathrm{m}\mathrm{i}\mathrm{n}} [\mathrm{m}\mathrm{m}\mathrm{o}\mathrm{l}/\mathrm{L}]}$$

Insulin sensitivity index (ISI) was assessed using the Matsuda index, calculated from values at 0, 60, and 120 min of the OGTT as follows:

$$\frac{10000}{\sqrt{\left(Fasting\:Glucose\right)\times (Fasting\:Insulin)\times (Mean\:Glucose)\times (Mean\:Insulin)}}$$

To reflect β cell function while accounting for insulin sensitivity, we estimated the OGTT-derived DI by multiplying IGI_60_ with ISI.

Participants were genotyped using the KoreanChip [37, 38], a microarray chip optimized for the Korean population that includes a custom-designed probe targeting the *PAX4* R192H variant (rs2233580), enabling its direct genotyping. Imputation was done using the 1000G reference panel [39]. As we previously reported, there is a low-frequency nonsynonymous variant (chr7:127253551, rs3824004, effect allele T), independent from *PAX4* R192H, that results in a different amino acid change in the *PAX4* 192 codon (Arg192Ser) [5]. We removed individuals with this variant to directly compare Arg and His in the *PAX4* 192 codon (*N* = 444).

Among the 5,493 participants with genotyped with KoreanChip in the Ansan-Ansung Cohort Study, 5,049 participants did not have the rs3824004 variant, 4,369 participants were not diagnosed of type 2 diabetes at baseline, and 4,242 participants with at least 2 points of OGTT data during follow-up were included in the present analysis.

### Trajectory analysis

ISI, IGI_60_, and DI were normalized using logarithmic transformation due to their non-Gaussian distribution. Participants were grouped depending on the *PAX4* R192H variant. We conducted a longitudinal analysis of log_2_-transformed IGI_60_, ISI, and DI using linear mixed-models to estimate the average levels of the parameters over time within genetic risk groups from baseline to up to 14 years of follow-up [40]. The fixed effects were time, group, and group-by-time, and individuals were included as a random effect. The primary analysis included adjustment for age at enrollment, sex, BMI, and the first 10 principal components of ancestry. OGTT data were used until the diagnosis of diabetes as treatment for diabetes could significantly alter OGTT results.

### Construction of genetic risk score for type 2 diabetes

We calculated the genetic predisposition to type 2 diabetes by calculating genetic risk score (GRS) restricted to significant variants and effect sizes from the T2DGGI consortium^2^. Index variants with low minor allele frequency (< 1%) and poor imputation quality (*r*^2^ < 0.7) were excluded from the analysis (criteria 1). Additionally, to construct a GRS independent from the *PAX4* R192H variant, we excluded index variants that are within 500 kb and are in linkage disequilibrium (*r*^2^ < 0.05) with the variant (criteria 2). From the 1,289 genome-wide significant index variants, a total of 1,035 variants passed the first criteria in our imputed genetic dataset and five variants were excluded due to the second criteria. Total of 1,030 variants and their effect sizes for East Asians were used to construct GRS for type 2 diabetes.

### Statistical analysis

All data are presented as the mean ± standard error of measurements for continuous variables or as a number (percentage) for nominal variables. The statistical significance was obtained using Student’s *t*-test (two-tailed) unless stated otherwise. Parts of the statistical analysis were performed with Python version 2.7.5 and R software version 4.2.2 using the computing server at the Genomic Medicine Institute Research Service Center. A *P* value < 0.05 was considered statistically significant.

## Results

### Pax4 variant does not alter metabolic phenotypes in mice fed a standard chow diet

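The mouse *Pax4* gene (ENSMUSG00000029706) lies on the minus strand of chromosome 6 from 28442334 to 28449353 in GRCm38, the assembly that mm10 is built on. In the GENCODE M21 annotation of that assembly, codon 200 of transcript ENSMUST00000031718, whose protein has 349 residues, is CGT and encodes arginine (R). The codon spans positions 28444849 to 28444851 and lies in exon 7 of 11, within the coding sequence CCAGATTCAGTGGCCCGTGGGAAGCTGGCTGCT, which reads PDSVARGKLAA. The transcripts ENSMUST00000164519 and ENSMUST00000171089 carry the same codon at position 200. The transcript ENSMUST00000174194, which has 9 exons and 307 residues, has CAG (Q) as codon 200, at positions 28443918 to 28443920.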

To investigate the mechanism how *PAX4* R192H variant increases the risk of diabetes, we generated a mutant mouse carrying an R200H substitution in the endogenous *Pax4* allele, corresponding to the human R192H variant. Mice homozygous for this variant are hereafter referred to as the *Pax4* R192H mouse (Fig. 1A). We did not detect major disturbances in endocrine cell development or in the expression of key endocrine markers (PDX1, NGN3, INS, GCG and SST) in *Pax4* R192H mice during embryonic development (Supplementary Fig. 1A–C).

**Fig. 1:**
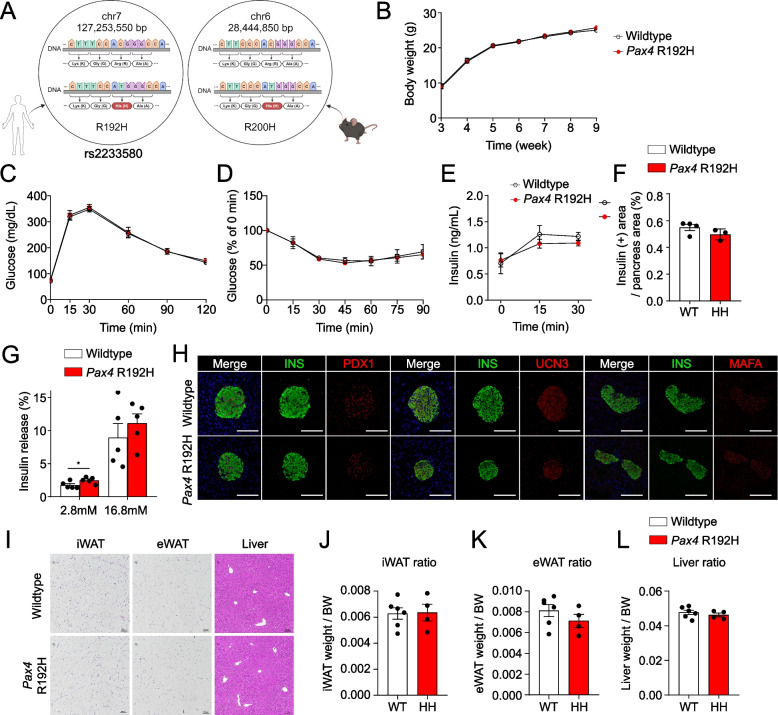
*Pax4* R192H variant does not alter metabolic phenotypes in mice fed a standard chow diet. **A** Knock-in mouse model of *Pax4* R192H. **B** Body weight of mice fed a standard chow diet; *n* ≥ 5 per group. **C** Intraperitoneal glucose tolerance test in wildtype and *Pax4* R192H (12-week-old) mice after 16-h fasting; n ≥ 9 per group. **D** Intraperitoneal insulin tolerance test in wildtype and *Pax4* R192H (12-week-old) mice after 6-h fasting; *n* ≥ 9 per group. **E** In vivo glucose-stimulated insulin secretion in wildtype and *Pax4* R192H (12-week-old) mice after 16-h fasting; *n* ≥ 4 per group. **F** Quantification of insulin positive area as a percentage of total pancreatic area in 10-week-old wildtype and *Pax4* R192H mice fed a standard chow diet; *n* ≥ 3 per group. **G** Ex vivo glucose-stimulated insulin secretion in islets isolated from wildtype and *Pax4* R192H (12-week-old) mice. Islets were pooled from 2–3 mice per preparation; *n* = 5 independent pooled samples per group. **H** Immunofluorescence staining of β cell markers (PDX1, UCN3 and MAFA) and insulin in pancreas of mice (12-week-old) fed a standard chow diet; *n* = 4 per group. **I** Representative histological images of inguinal white adipose tissue (iWAT), epididymal white adipose tissue (eWAT), and liver from 12-week-old wildtype and *Pax4* R192H mice stained with hematoxylin and eosin (H&E); *n* = 4 per group. **J**–**L** Adipose tissue-to-body weight and liver-to-body weight ratios of iWAT (**J**), eWAT (**K**), and liver (**L**); *n* = 4–6 per group. *Pax4* R192H refers to the homozygous knock-in mice. BW, body weight; WT, wildtype; HH, *Pax4* R192H homozygous knock-in

Although Pax4 is highly expressed in embryonic pancreas and its expression is markedly reduced after birth, multiple lines of evidence suggest functional role of Pax4 in adult islets [8, 12–14]. Indeed, quantitative RT–PCR analysis showed low but measurable *Pax4* mRNA expression in mouse islets (Supplementary Fig. 2 A). Furthermore, X-gal staining in *Pax4*^*LacZ/*+^ reporter mice revealed Pax4-expressing cells in adult islets with a heterogeneous expression pattern which was further stimulated by Activin A, a known mitogenic factor reported to upregulate Pax4 expression (Supplementary Fig. 2B). *Pax4* mRNA levels were comparable between wildtype control and *Pax4* R192H mice (Supplementary Fig. 2 C).

To explore whether the R192H variant leads to metabolic alterations over time, we longitudinally assessed the metabolic phenotypes of the mice. During growth, no significant differences in body weight were observed between *Pax4* R192H and wildtype mice on an SCD (Fig. 1B). *Pax4* R192H and wildtype mice at 4 and 6 weeks of age showed similar glucose tolerance (Supplementary Fig. 2D, E). Glucose tolerance and insulin sensitivity were comparable between 12-week-old *Pax4* R192H and wildtype mice (Fig. 1C, D). The β cell phenotypes including β cell area, in vivo glucose-stimulated insulin secretion, and β cell identity markers (PDX1, UCN3, MAFA) were largely comparable, although *Pax4* R192H islets exhibited a slight increase in basal insulin secretion (Fig. 1E–H). Other metabolic organs, including the liver and white adipose tissues, also showed comparable weight and histology between *Pax4* R192H and wildtype mice (Fig. 1I–L). These findings indicate that metabolic phenotypes, including glucose tolerance and β cell function, in *Pax4* R192H mice fed an SCD were comparable to those in wildtype mice.

### Pax4 variant impairs glucose tolerance and β cell function in mice under metabolic stress

To investigate whether the PAX4 variant affects metabolic adaptations under conditions of metabolic stress, *Pax4* R192H and wildtype mice were fed an HFD from 12 weeks of age (Fig. 2A). No significant differences in body weight were observed between the two groups (Fig. 2B). After 4 weeks of an HFD, *Pax4* R192H mice exhibited impaired glucose tolerance and reduced insulin secretory function without changes in insulin sensitivity compared with those in wildtype controls (Fig. 2C–E). Prolonged exposure to an HFD up to 8 weeks resulted in further deterioration of glucose tolerance in *Pax4* R192H mice, while insulin sensitivity and insulin secretory function were comparable between the groups, and plasma insulin levels were already elevated to near-maximal levels (Fig. 2F–H). In addition, no significant differences were observed in liver and white adipose tissues between the groups after HFD (Supplementary Fig. 3A–D). These data suggest that β cell compensation in response to metabolic stress is transiently impaired in *Pax4* R192H mice despite experiencing a similar degree of metabolic challenges as wildtype mice.

**Fig. 2:**
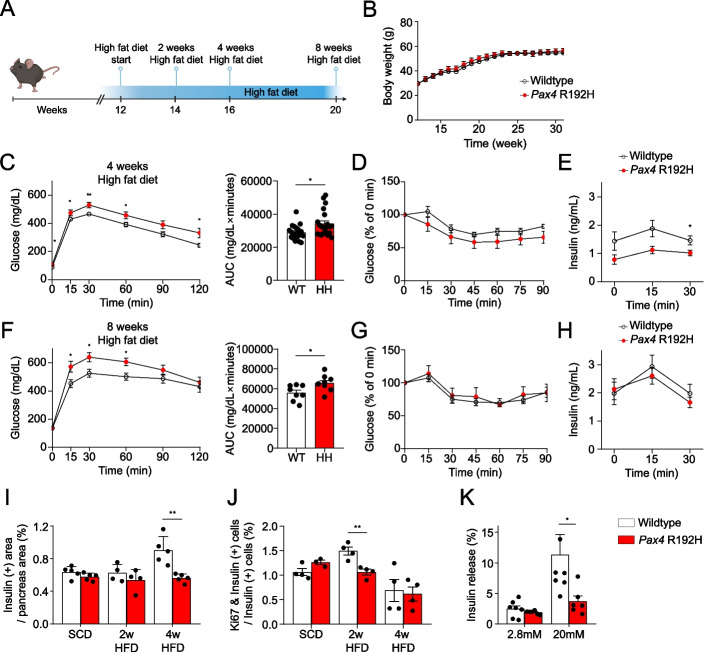
*Pax4* R192H variant impairs glucose tolerance and β cell function in mice under metabolic stress.** A** Scheme of the experimental protocol used in this study. **B** Body weight of mice fed a high-fat diet; *n* ≥ 5per group. **C** Intraperitoneal glucose tolerance test and area under the curve (AUC) in wildtype and *Pax4* R192H mice fed a high-fat diet for 4 weeks (16-week-old) after 16-h fasting; n ≥ 20 per group. **D** Intraperitoneal insulin tolerance test in wildtype and *Pax4* R192H mice fed a high-fat diet for 4 weeks (16-week-old) after 6-h fasting; *n* ≥ 6 per group. **E** In vivo glucose-stimulated insulin secretion in wildtype and *Pax4* R192H mice fed a high-fat diet for 4 weeks (16-week-old) after 16-h fasting; *n* ≥ 6 per group. **F** Intraperitoneal glucose tolerance test and AUC in wildtype and *Pax4* R192H mice fed a high-fat diet for 8 weeks (20-week-old) after 16-h fasting; n ≥ 5 per group. **G** Intraperitoneal insulin tolerance test in wildtype and *Pax4* R192H mice fed a high-fat diet for 8 weeks (20-week-old) after 6-h fasting; *n* ≥ 6 per group. **H** In vivo glucose-stimulated insulin secretion in wildtype and *Pax4* R192H mice fed a high-fat diet for 8 weeks (20-week-old) after 16-h fasting; *n* = 7 per group. **I** Quantification of insulin positive area as a percentage of total pancreatic area in wildtype and *Pax4* R192H mice fed a standard chow diet (12-week-old), 2 weeks of a high-fat diet (14-week-old), or 4 weeks of a high-fat diet (16-week-old); *n* ≥ 4 per group. **J** Quantification of Ki67 and insulin positive cells as a percentage of total insulin positive cells in the pancreas of mice fed a standard chow diet (12-week-old), 2 weeks of a high-fat diet (14-week-old), or 4 weeks of a high-fat diet (16-week-old); *n* = 3–4 mice per group. **K** Ex vivo glucose-stimulated insulin secretion in islets from wildtype and *Pax4* R192H mice fed a high-fat diet for 4 weeks (16-week-old). Islets were pooled from 2–3 mice per preparation; *n* = 6 independent pooled samples per group. *Pax4* R192H refers to the homozygous knock-in mice. WT, wildtype; HH, *Pax4* R192H homozygous knock-in; SCD, standard chow diet; HFD, high-fat diet. *P < 0.05; **P < 0.01

We further investigated β cell phenotypes of *Pax4* R192H mice under an HFD. *Pax4* mRNA expression levels in pancreatic islets were comparable under an HFD (Supplementary Fig. 3E). While pancreatic β cell area was comparable between genotypes under an SCD, *Pax4* R192H mice failed to exhibit the early expansion of β cell area during the initial 4 weeks of an HFD, resulting in a reduced β cell area compared to wildtype mice (Fig. 2I and Supplementary Fig. 3 F). Consistently, β cell proliferation significantly increased in wildtype mice after 2 weeks of HFD, whereas *Pax4* R192H mice did not exhibit induction of β cell proliferation (Fig. 2J and Supplementary Fig. 3G). Furthermore, glucose-stimulated insulin secretion was significantly impaired in islets isolated from *Pax4* R192H mice after 4 weeks of an HFD (Fig. 2K). Despite these functional deficits, immunofluorescence staining showed no notable differences in the expression of key β cell markers, including PDX1, GLUT2, MAFA and insulin, between the groups (Supplementary Fig. 3H). Overall, these findings indicate that *Pax4* R192H mice have impaired β cell compensatory capacity in response to metabolic stress with reduced β cell area expansion and insulin secretory function after an HFD.

### Pax4 variant disrupts β cell transcriptional adaptation to metabolic stress by promoting loss of β cell identity and stress response pathways

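Bulk RNA-seq of isolated islets covered 12 male mice in 4 groups of 3. Wildtype mice and homozygous *Pax4* R192H mice on a standard chow diet (SCD) were 12 weeks old, and mice of both genotypes on a high-fat diet (HFD) were 16 weeks old and had been fed the HFD for 4 weeks. Diet and age therefore changed together, and a difference between the SCD and HFD groups belongs to both. The authors prepared stranded total RNA libraries, aligned the reads to mm10 with STAR, estimated transcript abundance with RSEM and summed it to genes with tximport. The deposited values are expected counts per gene, without normalization. They need not be whole, because RSEM divides reads that match several transcripts, and they were rounded to whole numbers before testing.
Total counts per mouse were between 24268157 and 42679645. The median was 31751440 in SCD-fed wildtype mice, 29304167 in SCD-fed *Pax4* R192H mice, 33936839 in HFD-fed wildtype mice and 39432399 in HFD-fed *Pax4* R192H mice. In each mouse, 2 genes that the reference annotation does not name took between 36.2% and 53.3% of these counts, which left between 13034615 and 21436581 counts for all other genes. Library size was normalized by edgeR's TMM method, whose factors ranged from 0.692 to 1.30, and values are given as CPM of the normalized library. Of the 78239 gene identifiers, 19137 passed edgeR's filterByExpr and were tested. One quasi-likelihood model with a coefficient for each group was fitted to all 12 mice, so that the groups share one estimate of the spread. Genes were called differentially expressed at an adjusted p-value below 0.05 (Benjamini-Hochberg) and an absolute log2 fold change above 0.5. *Pax4* itself was listed at 0 counts in every mouse, so the genotypes could not be checked on it. The smallest share that 3 counts can show was between 7.03e-06% and 1.24e-05% of a library, but whether depth, annotation or quantification led to the zeros was not tested. In all 12 mice the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* together exceeded *Xist*.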

To elucidate the molecular mechanisms underlying impaired β cell adaptation in *Pax4* R192H mice under metabolic stress, we performed bulk RNA sequencing (RNA-seq) on pancreatic islets isolated from wildtype and *Pax4* R192H mice fed an SCD (12-week-old) and 4 weeks of an HFD (16-week-old). 

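In a PCA of log2 CPM of the 500 most variable genes, PC1 held 28.7% of the variance and PC2 held 14.3%. PC1 separated the diets, with the 6 SCD-fed mice between -26.1 and -16.5 and the 6 HFD-fed mice between 6.01 and 28.8. Within the SCD, wildtype mice lay between -23.0 and -16.5 on PC1 and *Pax4* R192H mice between -26.1 and -17.1. Over the 500 genes, the centroids of the 2 SCD groups were 33.2 log2 units apart, while a mouse was on average 30.1 units from the centroid of its own group. Of the 10 splits of the 6 mice into groups of 3, 3 gave a distance as large (exact permutation test, p = 0.3; 3 mice against 3 allow no p below 0.1). The variance stabilizing transformation of DESeq2 in place of log2 CPM moved the share of PC1 most, to 42.7%.
For *k*-means clustering with 2 centres, the 3057 genes called in at least 1 of the genotype and diet comparisons were scaled to z scores across the 12 mice. Cluster 1 held 1877 genes, with a mean z score of -0.589 in SCD-fed wildtype mice and -0.776 in SCD-fed *Pax4* R192H mice. Cluster 2 held 1180 genes, with a mean of 0.559 in SCD-fed wildtype mice and 0.751 in SCD-fed *Pax4* R192H mice.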

Principal component analysis (PCA) and *k*-means clustering revealed minimal transcriptional differences between wildtype and *Pax4* R192H mice under an SCD consistent with their comparable metabolic phenotypes (Fig. 3A, B). In contrast, islets from *Pax4* R192H mice fed an HFD for 4 weeks showed distinct transcriptomic pattern from those of HFD-fed wildtype mice, indicating substantial gene expression changes in response to metabolic stress (Fig. 3A, B). 

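On the HFD, *Pax4* R192H mice lay between 23.0 and 28.8 on PC1 and wildtype mice between 6.01 and 22.1, so that the genotypes did not overlap, as happens by chance in 10% of comparisons of 3 values against 3. Over the 500 most variable genes, their centroids were 31.6 log2 units apart, against a mean of 30.3 units from a mouse to its own centroid, and 3 of the 10 splits gave a distance as large (exact permutation test, p = 0.3). Over all tested genes the distance was 78.8 units and no other split gave one as large, so p reached 0.1, the smallest that the design allows.
The genes of *k*-means cluster 1 had a mean z score of 0.110 in HFD-fed wildtype mice and 1.25 in HFD-fed *Pax4* R192H mice. Per mouse, the cluster mean was between -0.252 and 0.407 in wildtype and between 1.18 and 1.37 in *Pax4* R192H. Cluster 2 had a mean of -0.147 in HFD-fed wildtype and -1.16 in HFD-fed *Pax4* R192H mice. Of the genes labelled in Fig. 3B that were among the clustered genes, all 16 shown as higher fell into cluster 1 and all 6 shown as lower fell into cluster 2. The paper drew these labels from the same data, and 2996 of the 3057 clustered genes were called between the diets in *Pax4* R192H mice. The cluster means and the sorting of the labels thus largely follow from the choice of genes and are no independent support.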

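Between SCD-fed *Pax4* R192H and wildtype islets, 0 of the 19137 tested genes were called, and the lowest adjusted p-value from edgeR's quasi-likelihood test was 0.319. Without adjustment, 629 genes had a p-value below 0.05, of which 210 were higher and 419 lower in *Pax4* R192H. Between HFD-fed *Pax4* R192H and wildtype islets, 437 genes were called, 280 higher and 157 lower. Without the filter on low counts this number was 1279, the largest move among the alternatives. With the mean log2 CPM of 25 acinar marker genes as a covariate, 0 genes were called, and 1350 had an unadjusted p-value below 0.05. This mean was between 9.68 and 11.1 in the 3 HFD-fed *Pax4* R192H mice and between 8.43 and 9.10 in the 3 HFD-fed wildtype mice, without overlap. The covariate thus follows the genotype, and with it the log2 fold changes of the 437 genes kept a median of 0.919 of their size. The lost calls alone therefore do not show that acinar tissue was the source. With each HFD-fed mouse left out in turn, between 93 and 498 genes were called. The difference between the genotype effects on the 2 diets was tested as an interaction, which called 25 genes, 17 of them with a more positive effect on the HFD. Of the 32 splits of the mice within each diet that part as many same-numbered pairs, 5 called at least as many, the real one included. Chance therefore remains an explanation. With the replicate number as a block, or with the acinar marker mean as a covariate, the interaction called 0 genes. The paper's own tool, DESeq2, called 18 genes on the SCD and 919 on the HFD at the same thresholds. The diet comparison within a genotype called 71 genes in wildtype (39 higher and 32 lower on the HFD) and 2996 in *Pax4* R192H (1865 higher). With the acinar marker mean as a covariate, these numbers were 42 in wildtype and 85 in *Pax4* R192H. In wildtype the larger part was lower under other settings, with 181 higher and 363 lower by DESeq2, 39 higher and 76 lower with at least 10 counts in every sample, and 1313 higher and 1602 lower at an unadjusted p-value below 0.05.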

While only a few differentially expressed genes (DEGs) were detected under an SCD, an HFD led to a substantial increase in DEGs, highlighting the exacerbation of transcriptional alterations by metabolic stress (Supplementary Fig. 4 A, B). 

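Gene sets were tested with limma's camera, a competitive test of whether the genes of a set shift relative to all other tested genes, on lists compiled from gene names before the counts were read, since the MSigDB and GO collections used in the paper were not used here. The shift is the median log2 fold change of the set minus that of all tested genes, and p-values were adjusted over 12 tests of 4 sets in 3 comparisons. In HFD-fed *Pax4* R192H islets, the 93 tested genes of the unfolded protein response set shifted by 0.40 (limma's camera, adjusted p = 1.08e-22). Of these genes, 78 were higher than in wildtype, 18 were called as higher and 1 was called as lower. Their chaperone and ERAD genes (54 tested) shifted by 0.59, and their integrated stress response genes (39 tested) by 0.13. *Hspa5* (ENSMUSG00000026864; chromosome 2 of GRCm38, 34771970 to 34777547) had 3168 ± 8.16 CPM (SD, n = 3) in HFD-fed *Pax4* R192H and 1720 ± 352 CPM (SD, n = 3) in HFD-fed wildtype mice. Its log2 fold change was 0.88 (standard error 0.20, edgeR adjusted p = 0.0344). *Derl3* (ENSMUSG00000009092; chromosome 10, 75893413 to 75895941) changed by 1.89 (standard error 0.24, edgeR adjusted p = 0.00329).
All 79 genes of the ribosomal protein set, taken for cytoplasmic translation, were higher, with a shift of 0.51 (limma's camera, adjusted p = 8.80e-37), although 7 of them passed both thresholds on their own. *Rplp0* (ENSMUSG00000067274; chromosome 5, 115559467 to 115563727) had a log2 fold change of 0.88 (standard error 0.17, edgeR adjusted p = 0.0188). When the correlation between genes was estimated from each set instead of being fixed at 0.01, the adjusted p from limma's camera rose to 0.0966 for the unfolded protein response set and to 0.105 for the ribosomal proteins. With the acinar marker mean as a covariate, the shifts were 0.38 and 0.40, and none of the single genes passed the threshold. On the SCD, the unfolded protein response set shifted by -0.02 (limma's camera, adjusted p = 0.0661) and the ribosomal proteins by -0.08 (limma's camera, adjusted p = 0.000459). For the ribosomal proteins on the SCD, limma's camera with the estimated correlation gave an adjusted p of 0.597. A shift as large in size was given by 4 of the 10 splits of the SCD-fed mice.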

Gene set enrichment analysis revealed upregulation of gene sets related to unfolded protein response and cytoplasmic translation in HFD-fed *Pax4* R192H mice, suggesting increased ER stress (Fig. 3C, D and Supplementary Fig. 4 C). In contrast, gene sets related to insulin and peptide secretion, including markers of β cell maturity and function such as *Mafa*, *Ucn3*, *Nkx6-1*, *Slc2a2*, and *Trpm5*, were significantly downregulated in HFD-fed *Pax4* R192H mice (Fig. 3E and Supplementary Fig. 4D). Moreover, upregulation of β cell dedifferentiation markers (*Aldh1a3* and *Serpina7*), together with increased expression of α cell enriched genes (*Gc* and *Ttr*) [41–44], suggested alterations in mature β cell identity in HFD-fed *Pax4* R192H mice (Fig. 3B). 

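The 53 genes of the insulin secretion set shifted by -0.20 in HFD-fed *Pax4* R192H islets (limma's camera, adjusted p = 6.94e-06), with 38 of them lower than in wildtype and 5 called as lower. Without the genes that the paper names, the shift was -0.14 (limma's camera, adjusted p = 0.0667). With the correlation between genes estimated from the whole set, limma's camera gave an adjusted p of 0.105.
*Slc2a2* (ENSMUSG00000027690), which encodes GLUT2, lies on chromosome 3 of GRCm38 from 28697903 to 28731359. It had 258 ± 55.1 CPM in HFD-fed *Pax4* R192H and 626 ± 118.7 CPM in HFD-fed wildtype mice (SD, n = 3 each). Its log2 fold change was -1.28 (standard error 0.19, edgeR adjusted p = 0.00588). *Trpm5* (ENSMUSG00000009246; chromosome 7, 143069153 to 143094642) had 19.0 ± 6.25 CPM against 59.6 ± 18.1 CPM, a log2 fold change of -1.65 (standard error 0.24, edgeR adjusted p = 0.00530). *Mafa*, *Ucn3* and *Nkx6-1* were also lower in every HFD-fed *Pax4* R192H mouse than in every HFD-fed wildtype mouse, but did not pass the adjusted threshold. *Mafa* (ENSMUSG00000047591; chromosome 15, 75745490 to 75748228) had 72.9 ± 5.50 CPM against 167.0 ± 38.1 CPM, with a log2 fold change of -1.20 (standard error 0.34, edgeR adjusted p = 0.0823). *Ucn3* (ENSMUSG00000044988) lies on chromosome 13 from 3940688 to 3945349 and *Nkx6-1* (ENSMUSG00000035187) on chromosome 5 from 101658139 to 101664996. For *Ucn3* the log2 fold change was -0.62 (standard error 0.17, edgeR adjusted p = 0.0718), and for *Nkx6-1* it was -0.74 (standard error 0.21, edgeR adjusted p = 0.0887). DESeq2 called *Ucn3* (adjusted p = 0.0125) and *Nkx6-1* (adjusted p = 0.0178) and gave *Mafa* an adjusted p of 0.0525. Of the 28 genes that the paper names or labels for these islets, 27 were tested. On the HFD, 18 of them were called with adjustment over all tested genes and 25 with adjustment over the list alone, which the paper drew from the same data. With the acinar marker mean as a covariate, the fold changes kept their sign and none of the 5 genes passed the threshold. On the SCD, the log2 fold changes of the 5 genes lay between -0.31 and 0.10 and none was called.

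**Figure D1:**
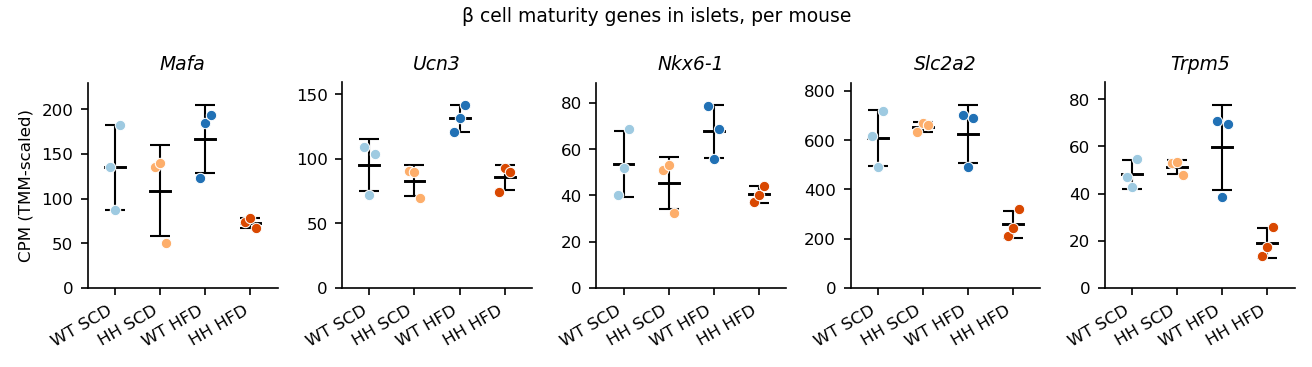
CPM of *Mafa*, *Ucn3*, *Nkx6-1*, *Slc2a2* and *Trpm5* in islets of wildtype (WT) and *Pax4* R192H (HH) mice on the SCD and the HFD. Each point is 1 mouse, the wide line is the mean and the bars are the SD (n = 3). For all 5 genes the 3 HFD-fed *Pax4* R192H mice sit below the 3 HFD-fed wildtype mice.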

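*Aldh1a3* (ENSMUSG00000015134) lies on chromosome 7 of GRCm38 from 66390890 to 66427517, *Serpina7* (ENSMUSG00000031271) on chromosome X from 139079257 to 139085236, *Gc* (ENSMUSG00000035540) on chromosome 5 from 89417522 to 89457898 and *Ttr* (ENSMUSG00000061808) on chromosome 18 from 20665280 to 20674321. *Aldh1a3* had 66.3 ± 16.3 CPM in HFD-fed *Pax4* R192H mice and 16.2 ± 12.1 CPM in HFD-fed wildtype mice (SD, n = 3 each). The log2 fold change was 2.03 (standard error 0.45, edgeR adjusted p = 0.0355), and it lay between 1.59 and 2.72 with each HFD-fed mouse left out in turn. *Serpina7* had 90.2 ± 9.91 CPM against 12.5 ± 7.19 CPM, a log2 fold change of 2.86 (standard error 0.32, edgeR adjusted p = 0.00120). Of the α cell enriched genes, *Gc* had 427 ± 79.04 CPM against 149 ± 86.9 CPM, a log2 fold change of 1.52 (standard error 0.35, edgeR adjusted p = 0.0414). *Ttr* had 1568 ± 250.0 CPM against 702 ± 72.8 CPM, a log2 fold change of 1.16 (standard error 0.19, edgeR adjusted p = 0.00731). For all 4 genes, every HFD-fed *Pax4* R192H mouse was above every HFD-fed wildtype mouse. With the acinar marker mean as a covariate, the fold changes of the 4 genes kept their sign and none passed the threshold. With the replicate number as a block *Gc* did not pass it (edgeR adjusted p = 0.0775). Leaving out 1 mouse took the adjusted p of *Aldh1a3* to as much as 0.139, that of *Gc* to as much as 0.159 and that of *Ttr* to as much as 0.0541 (all from edgeR). The interaction of genotype and diet was called for *Serpina7* (log2 fold change 3.00, standard error 0.43, edgeR adjusted p = 0.0264) and for none of the other 3 genes. The α cell gene *Gcg* had a log2 fold change of -0.06 (edgeR adjusted p = 0.940).

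**Figure D2:**
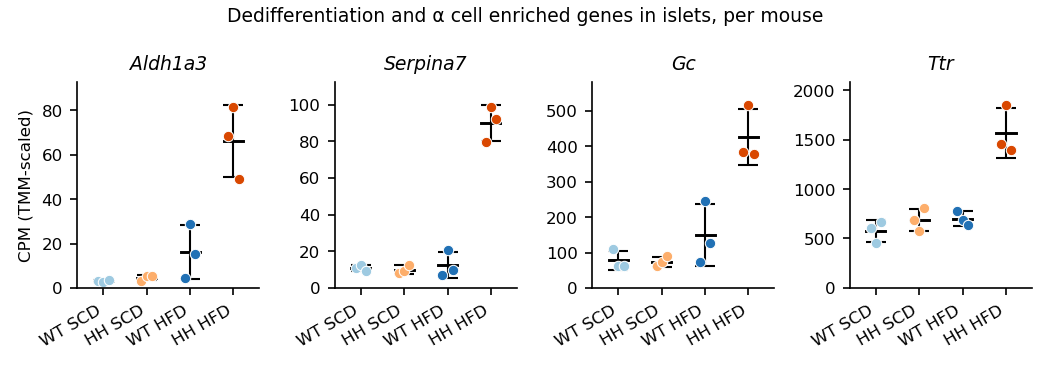
CPM of *Aldh1a3*, *Serpina7*, *Gc* and *Ttr* in islets of wildtype (WT) and *Pax4* R192H (HH) mice on the SCD and the HFD. Each point is 1 mouse, the wide line is the mean and the bars are the SD (n = 3). The 3 HFD-fed *Pax4* R192H mice sit above the 3 HFD-fed wildtype mice for each gene.

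From the higher β cell dedifferentiation markers together with the higher α cell enriched genes, the paper proposes that mature β cell identity is altered in HFD-fed *Pax4* R192H mice.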

Collectively, these findings indicate that the *Pax4* R192H variant compromises β cell adaptation to metabolic stress by enhancing ER stress, suppressing β cell function, and promoting the loss of β cell maturity.

**Fig. 3:**
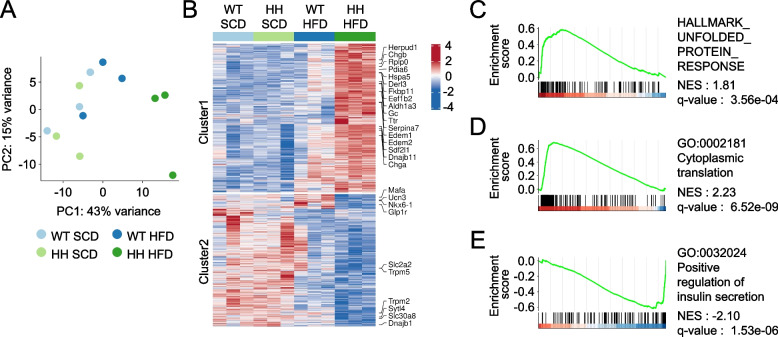
*Pax4* R192H variant disrupts β cell transcriptional adaptation to metabolic stress by promoting loss of β cell identity.** A** Principal component analysis (PCA) of bulk RNA-seq data from isolated islets of wildtype and *Pax4* R192H mice fed a standard chow diet (12-week-old) or high-fat diet (16-week-old). **B** Heatmap of k-means clustering of differentially expressed genes across all groups revealed two major clusters. **C**–**E** GSEA enrichment plots showing enrichment of genes in HFD-fed *Pax4* R192H islets (versus wildtype) for gene sets termed ‘Hallmark unfolded protein response (MM3883)’ (**C**), ‘Cytoplasmic translation (GO:0002181)’ (**D**), and ‘Positive regulation of insulin secretion (GO:0032024)’ **E**. *n* = 3 per group. *Pax4* R192H refers to the homozygous knock-in mice. WT SCD, wildtype with stand chow diet; HH SCD, *Pax4* R192H homozygous knock-in with standard chow diet; WT HFD, wildtype with high-fat diet; HH HFD, *Pax4* R192H homozygous knock-in with high-fat diet

### Single-cell RNA-seq reveals that the PAX4 variant induces loss of β cell identity and triggers ER stress

To understand the cellular heterogeneity and molecular alterations in islets at single-cell resolution, we performed single-cell RNA-seq (scRNA-seq) on islets isolated from wildtype and *Pax4* R192H mice fed either an SCD or an HFD. The transcriptional profiles were obtained from 9,903 endocrine cells that met the quality control criteria, including 5,320 cells from SCD-fed mice and 4,583 from HFD-fed mice. We identified nine distinct endocrine cell clusters by unsupervised clustering and annotated them based on canonical marker gene expression patterns: β (β1, β2, and β3; cluster 1, 2, and 3, respectively), α (clusters 4, 5), δ (cluster 7), pancreatic polypeptide-producing (cluster 9), and polyhormonal cells (cluster 6 and 8) (Supplementary Fig. 5A–D). The proportions and transcriptomic profiles of transcriptionally distinct subpopulations within α, δ, and PP cell lineages remained largely unchanged across genotypes or diet conditions (Fig. 4A, B and Supplementary Fig. 5E–H).

**Fig. 4:**
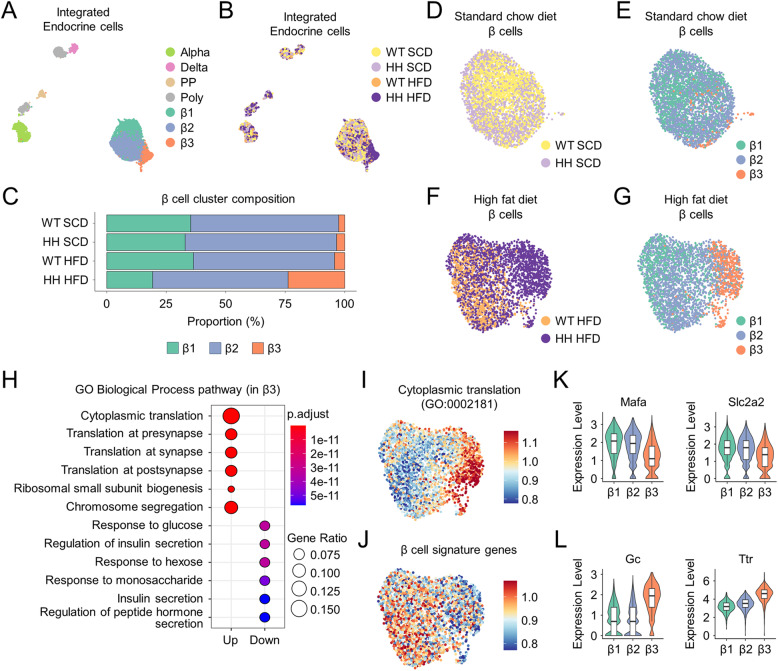
Single-cell RNA-seq reveals that the *Pax4* R192H variant induces loss of β cell identity with activation of translation process. **A**, **B** UMAP plot of pancreatic endocrine cells from wildtype and *Pax4* R192H mice fed standard chow diet (12-week-old) or high-fat diet (16-week-old). Colors represent cell types (**A**) or groups **B**. **C** Composition pattern of β cell clusters in wildtype and *Pax4* R192H mice fed standard chow diet (12-week-old) or high-fat diet (16-week-old). **D**, **E** UMAP plot of β cells from wildtype and *Pax4* R192H mice fed standard chow diet (12-week-old). Colors indicate groups (**D**) or cell types **E**. **F**, **G** UMAP plot of β cells from wildtype and *Pax4* R192H mice fed high-fat diet (16-week-old). Colors indicate groups (**F**) or cell types **G**. **H** Gene Ontology (GO) enrichment analysis of differentially expressed genes in β3 cluster compared to β1 and β2 clusters. **I**, **J** UMAP plot of β cells from wildtype and *Pax4* R192H mice fed high-fat diet (16-week-old) displaying module scores calculated using gene sets termed ‘Cytoplasmic translation (GO: 0002181)’ (**I**) and β cell signature gene set **J**. **K**, **L** Violin plot showing expression levels of *MafA, Slc2a2* (**K**), *Gc* and *Ttr* (**L**) among β cell clusters from wildtype and *Pax4* R192H mice fed high-fat diet (16-week-old). Islets were pooled from 2–3 mice. WT SCD, wildtype with standard chow diet; HH SCD, *Pax4* R192H homozygous knock-in with standard chow diet; WT HFD, wildtype with high-fat diet; HH HFD, *Pax4* R192H homozygous knock-in with high-fat diet

While β cell proportion in islets remained stable in wildtype or *Pax4* R192H mice fed an SCD, a distinct increase of β3 cluster was observed in HFD-fed *Pax4* R192H mice (Fig. 4C–G, and Supplementary Fig. 6 A). Differential gene expression analysis and gene set enrichment analysis revealed distinct transcriptomic signatures among β cell clusters (Fig. 4H and Supplementary Fig. 6B). Notably, β3 cluster showed significant upregulation of pathways related to cytoplasmic translation, ribosomal small subunit biogenesis, and chromosome segregation suggesting the enhanced translational or proliferative activity. Conversely, β3 cluster showed downregulation of genes involved in glucose responsiveness, insulin secretion, and peptide hormone secretion as well as reduced expression of β cell maturity markers (Fig. 4H–K and Supplementary Fig. 6B–D). Furthermore, β3 cluster demonstrated upregulation of β cell dedifferentiation markers (*Aldh1a3* and *Serpina7*) and ectopic expression of α cell enriched gene signatures (*Gc* and *Ttr*) (Fig. 4L and Supplementary Fig. 6D). This transcriptional features of β3 cluster closely resembled the pathway changes observed in the bulk RNA-seq analysis, further supporting the loss of mature β cell identity under metabolic stress in *Pax4* R192H mutants (Fig. 3 and Supplementary Fig. 4).

Next, we explored the role of *Pax4* in transcriptional regulation of β cell identity and function. Previously, Russ-Silsby et al. performed CUT&RUN assay by introducing V5-tagged *PAX4* in EndoC-βH1 human β cell line and identified 1,659 PAX4 binding peaks, suggesting PAX4 occupancies at regulatory elements related to pancreatic islet development and glucose-stimulated insulin secretion [45]. Comparison of PAX4 binding peaks with DEGs identified in β3 cluster of scRNA-seq data revealed an overlap of 61 genes (Supplementary Fig. 7 A), including *Glp1r*, *Cacna1d*, and *Itpr1*, which were downregulated in β3 cluster and were associated with β cell function (Supplementary Fig. 7B–D). These results suggest that *Pax4* is involved in transcriptional regulation of stress response and β cell function-associated genes. Collectively, these findings indicate that *Pax4* R192H variant compromises β cell identity and function under metabolic stress by promoting the loss of β cell maturity and enhancing ER stress-related transcriptional programs.

### Inducible knockout of Pax4 in adulthood results in more severe metabolic phenotypes compared with mice carrying the Pax4 missense mutation

We demonstrated that *Pax4* R192H mice do not exhibit developmental defect in pancreatic islet but exhibit impaired β cell compensatory capacity under metabolic stress, accompanied by loss of β cell identity and activation of ER stress. To further validate the role of PAX4 in adult β cell, we generated inducible β cell specific *Pax4* KO (*Pax4* βiKO) mice by crossing *Pax4*^floxed/floxed^ mice with *Pdx1-Cre*^*ERT2*^ mice. Tamoxifen was administered to both control and *Pax4* βiKO mice at 7 to 9 weeks of age, and an HFD was introduced starting at 12 weeks of age (Fig. 5A). Deletion of *Pax4* in adult β cells was confirmed by PCR analysis of genomic DNA and quantitative RT-PCR analysis of *Pax4* mRNA in isolated islets from control and *Pax4* βiKO islets (Supplementary Fig. 8).

**Fig. 5:**
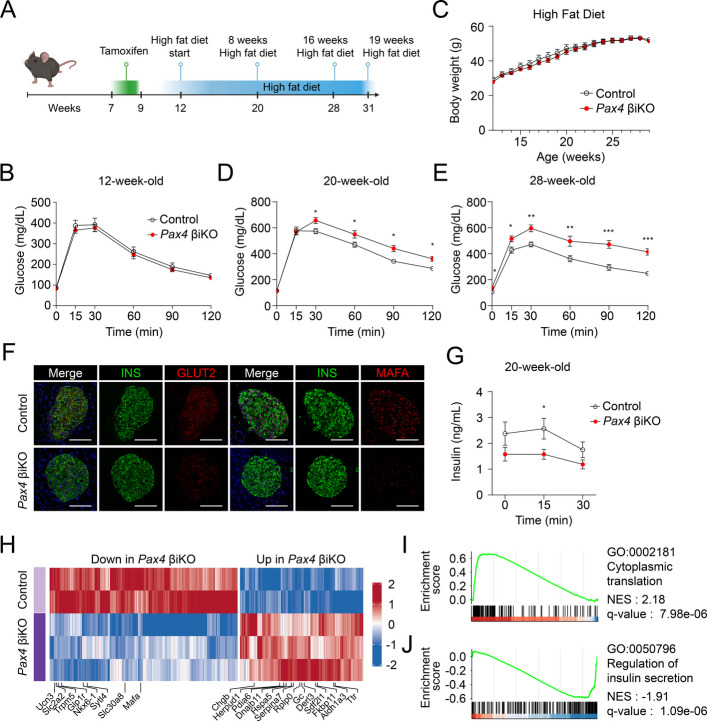
Inducible knockout of *Pax4* in adulthood results in more severe metabolic phenotypes compared to mice carrying the *Pax4* missense mutation. **A** Experimental scheme for *Pax4* βiKO mice. **B** Intraperitoneal glucose tolerance tests after 16-h fasting in *Pax4* βiKO and control mice under standard chow diet (12-week-old); *n* ≥ 4 per group. **C** Body weight of *Pax4* βiKO and control mice fed a high-fat diet; *n* ≥ 4 per group. **D**, **E** Intraperitoneal glucose tolerance tests after 16-h fasting in *Pax4* βiKO and control mice under 8 weeks of high-fat diet (20-week-old) (**D**), and 16 weeks of high-fat diet (24-week-old) (**E**); *n* ≥ 4 per group. **F** Immunofluorescence staining of β cell markers (GLUT2 and MAFA; red) and insulin (green) in pancreas of mice (27-week-old) fed a high-fat diet for 19 weeks. Nuclei are stained with DAPI (blue); *n* = 3 per group. **G** In vivo glucose-stimulated insulin secretion test in control and *Pax4* βiKO mice after 8 weeks of a high-fat diet (20-week-old) after 16-h fasting; *n* = 4–6 per group. **H** Heatmap of differentially expressed genes in islets from control and *Pax4* βiKO mice after 8 weeks of high-fat diet feeding (20-week-old); *n* = 2–3 per group. **I**, **J** GSEA enrichment plots showing enrichment of genes in *Pax4* βiKO islets (compared to control islets) for gene sets termed ‘Cytoplasmic translation (GO:0002181)’ (**I**) and ‘Regulation of insulin secretion (GO:0050796)’ **J**. *P < 0.05; **P < 0.01; ***P < 0.001

At 12 weeks of age, no significant differences were observed in body weight, glucose tolerance, and insulin secretory function between control and *Pax4* βiKO mice fed an SCD (Fig. 5B and Supplementary Fig. 9 A, B). Upon an HFD, body weight remained comparable between the two groups (Fig. 5C). However, *Pax4* βiKO mice developed impaired glucose tolerance after 8 and 16 weeks of HFD (Fig. 5D, E). In immunofluorescence staining, GLUT2-negative/Insulin-positive and MAFA-negative/Insulin-positive β cells were frequently observed in HFD-fed *Pax4* βiKO mice, resulting in decreased GLUT2-positive area and proportion of MAFA-positive cells (Fig. 5F and Supplementary Fig. 10). In contrast, these expression patterns were preserved in *Pax4* R192H mice (Supplementary Fig. 2G). Additionally, *Pax4* βiKO mice on HFD showed a significant reduction in insulin secretion compared with that in controls (Fig. 5G).

To investigate transcriptomic alterations associated with the absence of Pax4 in adult β cells, we performed bulk RNA-seq on islets isolated from *Pax4* βiKO and control mice following 8 weeks of HFD (Fig. 5H–J and Supplementary Fig. 11 A). 

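Islets from 3 *Pax4* βiKO mice and 2 control mice, all 20 weeks old and fed an HFD for 8 weeks, were sequenced. *Pax4* βiKO mice carry floxed *Pax4* alleles and the *Pdx1*-CreERT2 transgene, a Cre recombinase that tamoxifen activates. The control mice carry the floxed alleles without Cre and were also given tamoxifen, so Cre and the loss of *Pax4* change together in this comparison. The deposited expected counts come from a table of their own and were tested in a model of their own, with the normalization and thresholds used for the *Pax4* R192H islets. Total counts were 28618835 and 28771922 in the control mice and between 30925192 and 31887537 in the *Pax4* βiKO mice. The 2 unnamed genes that took most counts in the other table held between 5.40% and 6.49% of the counts here. Of 73212 gene identifiers, 20167 were tested.
*Pax4* was listed at 0 counts in all 5 mice, where 3 counts would be between 9.41e-06% and 1.05e-05% of a library, so its deletion could not be checked on its mRNA. *Esr1* (ENSMUSG00000019768; chromosome 10 of GRCm38, 4611593 to 5005614) separated the groups as labelled, with 279 ± 17.3 CPM (SD, n = 3) in *Pax4* βiKO and 0.618 ± 0.124 CPM (SD, n = 2) in control islets. Its log2 fold change was 8.82 (standard error 0.16, edgeR adjusted p = 5.68e-07). CreERT2 contains part of the estrogen receptor that *ESR1* encodes.
In all, 18 genes were called, 12 higher and 6 lower in *Pax4* βiKO. Without the filter on low counts, 697 were called, more than in any other setting tried, and 88 were called with the replicate number as a block. DESeq2 called 250, of which 101 were higher and 149 lower. Leaving out 1 *Pax4* βiKO mouse in turn gave between 3 and 28 genes. Without adjustment, 2591 genes had a p-value below 0.05, 1256 higher and 1335 lower.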

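*Mafa* had 43.5 ± 2.78 CPM (SD, n = 3) in *Pax4* βiKO islets and 70.0 ± 21.7 CPM (SD, n = 2) in control islets. Its log2 fold change of -0.69 (standard error 0.17) did not pass the threshold in edgeR's quasi-likelihood test (adjusted p = 0.226), while DESeq2 called it (adjusted p = 0.00572). *Trpm5* had 58.7 ± 4.88 CPM (SD, n = 3) against 129 ± 0.247 CPM (SD, n = 2), a log2 fold change of -1.14 (standard error 0.09, edgeR adjusted p = 0.00732). *Aldh1a3* was higher in *Pax4* βiKO islets, with 70.5 ± 11.5 CPM (SD, n = 3) against 10.7 ± 1.64 CPM (SD, n = 2). Its log2 fold change was 2.72 (standard error 0.17, edgeR adjusted p = 0.00232). *Serpina7* had 291 ± 47.9 CPM (SD, n = 3) against 61.9 ± 6.14 CPM (SD, n = 2), a log2 fold change of 2.23 (standard error 0.16, edgeR adjusted p = 0.00417). The groups did not overlap for any of the 4 genes. With each of the 5 mice left out in turn, the log2 fold change of *Aldh1a3* lay between 2.57 and 2.89 and that of *Mafa* between -0.97 and -0.33. Without *Pax4* βiKO replicate 2, *Trpm5* (edgeR adjusted p = 0.0938) and *Serpina7* (edgeR adjusted p = 0.0919) were not called. *Slc2a2*, *Ucn3* and *Nkx6-1* had log2 fold changes of -0.76, -0.46 and -0.45 and were not called by the edgeR test. *Slc2a2* was called by DESeq2 (adjusted p = 1.01e-10) and by edgeR with the replicate number as a block (adjusted p = 0.0262). DESeq2 gave *Ucn3* an adjusted p of 0.000196 and *Nkx6-1* one of 0.00484, at log2 fold changes smaller in size than 0.5.

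**Figure D3:**
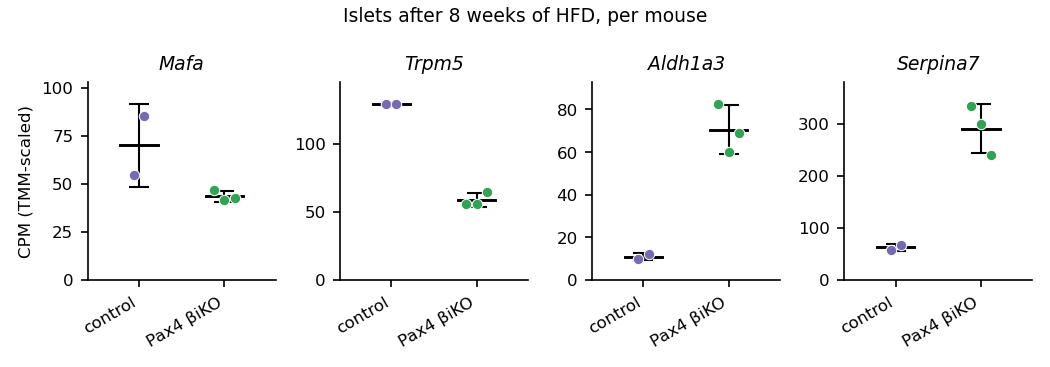
CPM of *Mafa*, *Trpm5*, *Aldh1a3* and *Serpina7* in islets of 2 control and 3 *Pax4* βiKO mice after 8 weeks of HFD. Each point is 1 mouse, the wide line is the mean and the bars are the SD. The *Pax4* βiKO mice sit below the control mice for *Mafa* and *Trpm5* and above them for *Aldh1a3* and *Serpina7*.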

Key β cell identity genes, such as *Mafa* and *Trpm5*, were significantly downregulated in *Pax4* βiKO islets, while disallowed genes, including *Aldh1a3* and *Serpina7*, were upregulated (Fig. 5H). 

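In *Pax4* βiKO islets, all 79 ribosomal protein genes, taken for cytoplasmic translation, were higher than in control islets. The set shifted by 0.24 relative to all tested genes (limma's camera, adjusted p = 1.16e-19), and no gene of it passed the thresholds on its own. With the correlation between genes estimated from the set, its adjusted p was 0.105. The 53 genes of the insulin secretion set shifted by -0.19 (limma's camera, adjusted p = 9.01e-12), with 40 of them lower and 1, *Trpm5*, called. In the 8 other settings tried for this set it was lower with an adjusted p of at most 0.0459, the value from limma's camera with the estimated correlation. The 94 genes of the unfolded protein response set shifted by 0.16 (limma's camera, adjusted p = 1.85e-09). With the estimated correlation, limma's camera gave that set an adjusted p of 0.251.

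**Figure D4:**
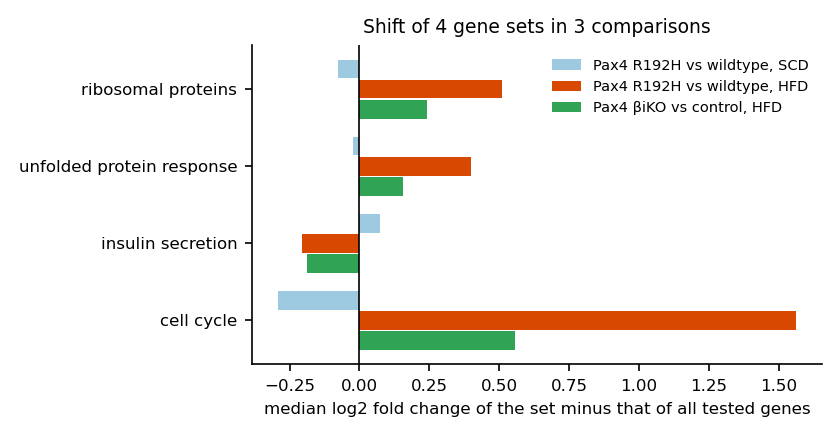
Shift of the ribosomal protein, unfolded protein response, insulin secretion and cell cycle sets (median log2 fold change of the set minus that of all tested genes) in *Pax4* R192H against wildtype islets on the SCD and the HFD, and in *Pax4* βiKO against control islets on the HFD. Each bar is 1 set in 1 comparison. Both HFD comparisons have higher ribosomal protein sets (0.51 and 0.24) and lower insulin secretion sets (-0.20 and -0.19).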

*Pax4* βiKO islets showed significant upregulation of genes involved in cytoplasmic translation, whereas gene sets related to the regulation of insulin secretion were markedly downregulated (Fig. 5I, J). These transcriptional alterations were similar to those observed in *Pax4* R192H islets, indicating shared transcriptional alterations. Indeed, a significant proportion of DEGs in *Pax4* βiKO islets overlapped with those in *Pax4* R192H islets, with 83 out of 228 genes shared between the two groups (Supplementary Fig. 11B). 

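Of the 27 genes labelled in Fig. 3B, all 17 shown as higher in HFD-fed *Pax4* R192H islets were also higher in *Pax4* βiKO than in control islets, with log2 fold changes between 0.13 and 2.72, of which 2 were called. Of the 10 shown as lower, 9 were lower in *Pax4* βiKO islets, of which 1 was called, and *Dnajb1* was higher (log2 fold change 0.22, standard error 0.21). Of the 27 genes, 3 were called with adjustment over all tested genes and 12 with adjustment over the list alone. Among all 435 genes that were called for *Pax4* R192H on the HFD and tested in both tables, 399 (91.7%) changed in the same direction in *Pax4* βiKO islets. Genes are not independent replicates, so this share carries no p-value.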

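The comparison covered the 18590 genes tested in both tables, of which 435 were called for *Pax4* R192H and 16 for *Pax4* βiKO. The lists shared 9 genes, all changed in the same direction, where 0.374 would be shared by chance (Fisher's exact test, two-sided, odds ratio 54.7, p = 1.92e-11). The test treats genes as independent, which they are not. Of 100 joint splits of the HFD-fed mice of both tables, the real one included, 2 shared at least as many genes, and the other of these shared 14. No other split of the *Pax4* R192H and wildtype mice called a gene, so joint splits built on one could share none. The share of 2 in 100 therefore says little about chance. *Aldh1a3*, *Serpina7*, *Gm2115*, *Gm34225* and *Prss23* were higher in both, and *Trpm5*, *Itpkb*, *Rims3* and *T2* were lower in both. Called by DESeq2, the lists held 917 and 250 genes and shared 97, the largest number among the alternatives set before the data were examined. With the replicate number as a block in edgeR, 25 genes were shared. From the similarity of the gene and gene set changes in the 2 models, the paper reasons that transcriptional alterations are shared, and it then gives the overlap of the DEGs.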

A strong positive correlation (Pearson’s *R* = 0.65; *P* < 2.2 × 10⁻^1^⁶) was shown between DEGs from bulk RNA-seq of the *Pax4* R192H and *Pax4* βiKO islets upon an HFD (Supplementary Fig. 11 C). 

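Over the 442 genes called in either comparison and tested in both, the log2 fold changes of *Pax4* R192H and *Pax4* βiKO islets had a Pearson correlation of 0.556 and a Spearman correlation of 0.730. Over all 18590 genes, Pearson's r was 0.286 and Spearman's rho was 0.385. These correlations are across genes, which are not independent replicates, so no p-value is given for them. The choice of genes moved the first value most, from 0.374 over the genes called for *Pax4* βiKO to 0.732 over those called for *Pax4* R192H. *Esr1* is among the genes called for *Pax4* βiKO and not among those called for *Pax4* R192H. Its log2 fold changes were 8.82 in *Pax4* βiKO and -0.19 in *Pax4* R192H islets, and r without *Esr1* alone was not computed. With each HFD-fed mouse except the control mice left out in turn, r over the called genes lay between 0.390 and 0.625. Over the called genes, the slope of the *Pax4* βiKO on the *Pax4* R192H log2 fold change was 0.312.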

Notably, genes co-upregulated in the *Pax4* R192H and *Pax4* βiKO islets, such as *Aldh1a3*, *Serpina7*, *Gc*, and *Ttr,* were enriched in β3 cluster cells in scRNA-seq analysis, which indicates loss of β cell identity. These overlaps in transcriptional changes strongly support the notion that PAX4 is essential for maintaining mature β cell function and adaptation to metabolic stress, with its deficiency leading to impaired glucose tolerance, insulin secretion, and the loss of β cell identity as evidenced by shared transcriptional changes in *Pax4* βiKO and *Pax4* R192H mice under HFD conditions.

### Individuals with the PAX4 R192H variant have a faster decline in β cell function, which is aggravated by obesity

Individuals with *PAX4* R192H variant develop type 2 diabetes at an earlier age and have impaired β cell function compared with those without the variant [5]. To better understand longitudinal dynamics of β cell function in those with the *PAX4* R192H variant, we analyzed the data from the Ansan-Ansung cohort [35, 46], a community-based prospective cohort in South Korea, in which participants underwent biennial 75-g oral glucose tolerance tests (OGTT). With this cohort, we compared the trajectory of OGTT-derived insulinogenic index at 60 min (IGI_60,_ a measure of β cell secretory index), insulin sensitivity index (ISI) and disposition index (DI, β cell function adjusted for insulin sensitivity) for up to 14 years (*n* = 4,242) (Fig. 6A and Supplementary Table 1). Carriers of the *PAX4* R192H had a 1.32-fold increased risk for type 2 diabetes (Fig. 6B). There was no significant difference in changes in insulin sensitivity over time; however, rate of decline in β cell function was accelerated in those carrying the *PAX4* R192H variant (Fig. 6C–E). At baseline, IGI_60_ was not different between the two groups; however, by year four, a significant difference emerged (Arg/Arg vs Arg/His, His/His: *P* = 0.025), which continued to widen during subsequent follow-ups (Fig. 6D). The DI was significantly lower in the carrier group starting from year two (*P* = 0.033), and its rate of decline was significantly faster in carriers compared with that in wildtype individuals (1.4-fold faster decline in log_2_-transformed DI, *P* = 0.034) (Fig. 6E).

**Fig. 6:**
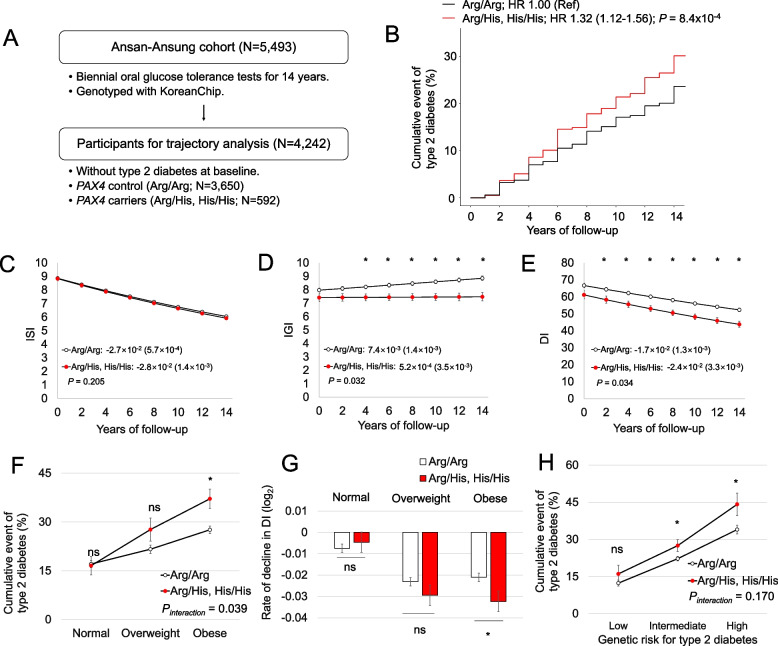
Individuals with the *PAX4* R192H variant have a faster decline in β cell function, which is aggravated by obesity. **A** Schematic diagram of the study protocol. Participants without diabetes at baseline underwent biennial oral glucose tolerance test for 14 years, and their trajectory of β cell function and insulin sensitivity were analyzed based on the *PAX4* R192H variant. **B** Kaplan–Meier plot of cumulative type 2 diabetes incidence. Hazard ratio was calculated with Cox proportional hazards model, adjusted for age, sex and body mass index (BMI). **C**–**E** Trajectory of insulin sensitivity index (ISI), insulinogenic index (IGI), and disposition index (DI) during 14 years of follow-up. Linear-mixed model was applied. The average rate of change per year of log_2_-transformed parameter and its standard error by *PAX4* variant are presented in each panel. *P* value for the difference in the rate of change by the *PAX4* variant is shown. Adjusted for age, sex, and BMI. Test for difference by one-sided t-test. **F** Cumulative event of type 2 diabetes by BMI. BMI below 23 kg/m^2^ were categorized as normal, between 23 kg/m^2^ to 25 kg/m^2^ to overweight and over 25 kg/m^2^ to obese. *P* value for interaction between *PAX4* genotype and BMI for type 2 diabetes incidence is shown, adjusted for age and sex. Test for difference of proportion by one-sided *z*-test. **G** Rate of decline of DI by BMI. Test for difference by one-sided *t*-test. **H** Cumulative event of type 2 diabetes by genetic risk for type 2 diabetes. Individual’s polygenic risk for type 2 diabetes were calculated and stratified into low (1st quintile), intermediate (2nd to 4th quintiles) and high genetic risk (5.^th^ quintile). *P* value for interaction between *PAX4* genotype and type 2 diabetes genetic risk score for type 2 diabetes incidence are shown, adjusted for age, sex, and BMI. Test for difference of proportion by one-sided *z*-test. *P < 0.05

We next investigated whether obesity aggravates β cell dysfunction in individuals carrying the *PAX4* R192H variant, as observed in our HFD-fed mouse models. Participants were categorized into normal, overweight, and obese groups based on BMI. While no significant difference in type 2 diabetes risk was observed between wildtype individuals and carriers in the normal BMI group, the risk gradually diverged in the overweight group and became significantly higher among carriers in the obese group (Fig. 6F, *P*_*interaction*_ = 0.039). Consistently, the rate of decline in the DI was significantly steeper in the obese group, whereas no significant difference was observed in the other BMI categories (Fig. 6G).

Given that obesity is a modifiable risk factor, we further examined whether genetic predisposition to type 2 diabetes interacts with the *PAX4* variant. To do this, we constructed a genetic risk score independent of the variant of our interest (± 500 kb apart, linkage disequilibrium *r*^2^ < 0.05). Although the interaction genetic risk score and *PAX4* variant did not reach statistical significance, a greater divergence of type 2 diabetes incidence was observed in the intermediate and high genetic risk groups (Fig. 6H). Overall, these findings suggest that individuals with the PAX4 variant have reduced β cell compensatory capacity in response to declining insulin sensitivity over time, and this impairment in compensatory capacity is further exacerbated by obesity and genetic predisposition to type 2 diabetes.

## Discussion

The *PAX4* R192H variant is the only functional variant identified with genome-wide significance for type 2 diabetes in large-scale exome sequencing studies, with a substantial effect size and strong East Asian specificity. However, its functional and mechanistic role in pathogenesis of type 2 diabetes has remained unclear. In this study, we sought to elucidate the metabolic impact of this variant by integrating human genetic and metabolic phenotype data with in vivo experimental model of *PAX4* R192H variant. Specifically, we demonstrated an accelerated decline in β cell function among carriers in a large community-based prospective human cohort and independently confirmed impaired β cell compensatory capacity in *Pax4* R192H knock-in mice under HFD conditions.

By leveraging a *Pax4* R192H knock-in and βiKO mice model, we investigated the mechanistic basis by which this East Asian-specific variant impairs β cell adaptation to metabolic stress. *Pax4* R192H knock-in mice exhibited normal pancreatic endocrine development and had similar body weight, glucose tolerance, insulin sensitivity, or β cell area under a SCD compared to wildtype mice. However, under HFD-induced metabolic stress, *Pax4* R192H mice displayed impaired glucose tolerance, reduced insulin secretion, similar insulin sensitivity and diminished β cell area expansion. Transcriptomic analysis of islets revealed minimal differences under SCD but significant changes under HFD, with upregulated ER stress and cytoplasmic translation pathways and downregulated β cell identity genes (e.g., *Mafa* and *Slc2a2*) in *Pax4* R192H mice. Notably, a β cell cluster (β3) characterized by high translation process activity and reduced β cell maturity was enriched in *Pax4* R192H islets under HFD condition, displaying increased ER stress, ribosomal gene expression, and dedifferentiation marker genes, indicative of a stress-vulnerable phenotype characterized by loss of β cell identity. Comparison with *Pax4* βiKO mice revealed a strong correlation in differentially expressed genes (Pearson’s *R* = 0.65), with βiKO mice showing more severe phenotypic defects. Immunofluorescence analysis revealed a marked reduction in β cell markers MAFA and GLUT2 in *Pax4* βiKO islets, a phenotype not observed in *Pax4* R192H islets. Furthermore, while prolonged HFD feeding did not worsen glucose tolerance deficits in *Pax4* R192H mice, *Pax4* βiKO mice exhibited progressively impaired glucose tolerance with extended HFD exposure, indicating greater susceptibility to metabolic stress. Finally, in a prospective human cohort, *PAX4* R192H carriers showed a faster decline in β cell function (1.4-fold faster decline in disposition index, *P* = 0.034), driven by impaired insulin secretion, with increasing BMI further exacerbating their risk for type 2 diabetes (*P*_*interaction*_ = 0.039). These findings demonstrate that the *PAX4* R192H variant impairs β cell adaptation to metabolic stress, thereby contributing to the increased risk of type 2 diabetes.

The results from our study support three notable conclusions. First, our findings suggest that the *PAX4* R192H variant represents an important example of genetic heterogeneity in type 2 diabetes contributing to phenotypic differences between populations. Previous epidemiological studies have highlighted that individuals with type 2 diabetes in the East Asian population tend to develop the disease at lower BMI, with a predominant β cell dysfunction phenotype compared with those in the European population [35, 47]. The *PAX4* R192H variant is exclusive but relatively common in the East Asian population (minor allele frequency 10%) [48]. We demonstrated an accelerated decline in β cell function among *PAX4* R192H carriers in a prospective human cohort and independently confirmed impaired β cell compensatory capacity in *Pax*4 R192H mice under HFD, highlighting consistent evidence across both human and experimental models. These findings provide a mechanistic explanation for the increased vulnerability to β cell failure observed in East Asian populations. Collectively, our results suggest that population-specific genetic architecture, such as the *PAX4* R192H variant, may underlie part of the ethnic heterogeneity observed in type 2 diabetes pathophysiology.

Second, our findings demonstrate that metabolic stress exacerbates β cell dysfunction in the presence of the *PAX4* R192H variant, suggesting the importance of lifestyle modification in individuals carrying the variant. Several studies suggest that Pax4 expression may be transcriptionally regulated in response to metabolic stress. In particular, HFD feeding has been shown to induce Pax4 expression via the SREBP1c-PAX4 axis, linking lipid-sensitive transcriptional programs to β cell compensation [12]. In addition, Pdx1 and mitogenic signaling pathways, including GLP-1 and activin A, have been implicated as upstream regulators of Pax4, suggesting that Pax4 expression is dynamically modulated by metabolic and growth factor-dependent cues [49–51]. In *Pax4* R192H mice, HFD-induced insulin resistance aggravated glucose intolerance and impaired β cell area expansion. Similarly, in humans, obesity accelerated the decline in β cell function and increased type 2 diabetes risk among *PAX4* R192H carriers. These results suggest that lifestyle modification should be emphasized in individuals carrying the variant. Recent advances in incretin-based therapies, particularly GLP-1 receptor agonists, have shown robust weight-lowering effects [52, 53], which may ameliorate insulin resistance and consequently reduce metabolic stress on β cells in *PAX4* R192H carriers. Moreover, previous studies have shown that GLP-1 increases PAX4 expression in human islets [50], therefore, GLP-1 receptor agonists may partially compensate for the reduced PAX4 activity caused by the R192H variant. Further studies are warranted to explore whether GLP-1 based therapies could decelerate β cell function decline in individuals with the *PAX4* R192H variant.

Third, by using multiple genetically modified mouse models, we were able to delineate the adult-specific role of PAX4 and distinguish the effects of the PAX4 R192H variant from those of PAX4 KO. Previous studies have suggested that PAX4 missense variants compromise β cell resilience to stress. For example, the p.Arg121Trp variant (R121W in human; R129W in mouse), originally reported as a type 2 diabetes risk allele in early candidate gene studies [54, 55], was shown to abolish the protective effect of PAX4 against cytokine- or streptozotocin-induced stress in overexpression systems [13], consistent with a loss-of-function effect of this mutation. Several functional and structural studies have suggested that the R192H variant, located within the DNA-binding domain of PAX4, reduces the transcriptional activity of β cell-associated target genes, such as INS [15, 16, 56]. However, it remained unclear whether PAX4 R192H primarily affects pancreatic endocrine specification or the maintenance of compensatory function under metabolic stress. In a recent study by Lau et al., PAX4 knockdown or introduction of the R192H variant in the human β cell line EndoC-βH1 impaired insulin secretion and altered β cell gene expression, indicating a functional role for PAX4 in mature β cells [16]. Meanwhile, donor-derived hiPSCs carrying the R192H variant and the p. Tyr186X variant exhibited impaired endocrine differentiation, while PAX4 deletion in hiPSCs led to derepression of α cell gene programs and increased formation of polyhormonal endocrine cells [16]. These findings suggest that PAX4 R192H may disrupt pancreatic endocrine specification during development. In our study, *Pax4* R192H knock-in mice did not display overt abnormalities in islet architecture, endocrine cell composition, or transcriptional signatures during embryonic development. Metabolic phenotypes were likewise comparable to those of wildtype controls under SCD, indicating that the R192H variant alone is insufficient to perturb pancreatic endocrine development in vivo under basal conditions. To exclude the possibility that subtle developmental defects in *Pax4* R192H mice account for impaired adaptive responses, we generated β cell-specific inducible *Pax4* βiKO mice. Upon HFD, *Pax4* βiKO mice exhibited defective insulin secretion and impaired transcriptional adaptation, confirming a key role for PAX4 in maintaining β cell function under metabolic stress. In line with its broader role in endocrine lineage plasticity, ectopic expression of Pax4 in mature α cells has been shown to activate β cell transcriptional programs and induce α-to-β cell transdifferentiation [57]. Together, these data support the notion that PAX4 is not only essential during development but also required for the maintenance and adaptive capacity of mature β cells. While the loss-of-function variant, PAX4 R192H, compromises β cell adaptation against metabolic stress, its precise role in early pancreatic endocrine specification warrants further investigation.

Consistent with impaired mature β cell identity, we observed upregulation of disallowed and dedifferentiation-associated genes, including *Aldh1a3*, *Gc*, and *Ttr*, in both *Pax4* R192H and β cell-specific *Pax4* knockout islets under HFD conditions. 

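In *Pax4* βiKO against control islets, *Gc* had 649 ± 99.4 CPM (SD, n = 3) against 311 ± 12.6 CPM (SD, n = 2). Its log2 fold change was 1.06 (standard error 0.14, edgeR adjusted p = 0.0631). *Ttr* had 2735 ± 259 CPM (SD, n = 3) against 1811 ± 406 CPM (SD, n = 2), a log2 fold change of 0.59 (standard error 0.16, edgeR adjusted p = 0.257). Both genes were higher in each *Pax4* βiKO mouse than in each control mouse, and DESeq2 called both (adjusted p = 1.32e-13 for *Gc* and 0.00230 for *Ttr*). Of *Aldh1a3*, *Gc* and *Ttr*, edgeR's test thus called all 3 in *Pax4* R192H islets on the HFD and *Aldh1a3* alone in *Pax4* βiKO islets.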

*Aldh1a3* and *Gc* have been reported as markers of β cell dedifferentiation, while *Gc* and *Ttr* are also enriched in α cell transcriptional signatures [41–44]. Analysis of published PAX4 CUT&RUN datasets did not reveal direct PAX4 binding at these loci, suggesting that these genes are unlikely to be direct targets of PAX4 [45]. Instead, these changes likely reflect secondary consequences of impaired β cell identity and adaptive capacity under metabolic stress, consistent with observations in other models of β cell identity loss [58].

Comparison of transcriptomic changes observed in *Pax4* R192H and *Pax4* βiKO islets showed substantial difference, with more DEGs detected in *Pax4* R192H islets. These findings suggest that the functional consequences of the *PAX4* R192H variant are not fully recapitulated by loss of Pax4 in adult β cells. 

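At the same thresholds, 2.28% of the genes tested between *Pax4* R192H and wildtype islets on the HFD were called, and 0.0893% of those tested between *Pax4* βiKO and control islets. The second comparison had 2 control mice and 3 residual degrees of freedom, the first 3 control mice in a model with 8. When 2 of the 3 HFD-fed wildtype mice were set against the 3 HFD-fed *Pax4* R192H mice in a model of their own, 413, 436 and 2 genes were called, depending on which wildtype mouse was left out. With all 3 wildtype mice in such a model, 335 genes were called. On simulated data, edgeR recovered 51.0% of the changed genes it tested in the first comparison and 60.5% in the second. DESeq2 called 919 and 250 genes. With the replicate number as a block edgeR called 147 and 88, and with the acinar marker mean as a covariate 0 and 12.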

The difference may, at least in part, reflect the timing of Pax4 perturbation, as *Pax4* R192H captures both developmental and adult-stage consequences of impaired Pax4 function, whereas the *Pax4* βiKO model reflects only the adult-stage requirement for Pax4. In addition, the *Pax4* R192H variant may retain partial chromatin binding while exhibiting impaired transcriptional competence, potentially interfering with transcriptional complexes or stress-adaptive gene programs in a manner not recapitulated by Pax4 deletion. By contrast, inducible deletion of Pax4 in adult β cells may allow partial compensation by other transcription factors within the β cell regulatory network, thereby limiting the extent of transcriptomic disruption.

## Conclusion

In summary, our study provides functional mechanism of the type 2 diabetes-associated *PAX4* R192H variant in the disease pathogenesis. The *Pax4* R192H mice displayed impaired β cell compensatory capacity under metabolic stress, with single cell transcriptomic analyses demonstrating enhanced ER stress and reduced β cell maturity. In a community-based prospective cohort, carriers of the *PAX4* R192H exhibited a faster decline in β cell function, with increasing BMI further exacerbating their risk of developing type 2 diabetes. Our results provide mechanistic role of the *PAX4* R192H variant in type 2 diabetes pathogenesis and highlight the importance of lifestyle modification for diabetes prevention in carriers of this variant.

## Supplementary Information

Supplementary Material 1.

## Data Availability

The sequencing data (scRNA-seq and bulk RNA-seq) generated during this study have been deposited in the Gene Expression Omnibus (GEO) repository under accession number GSE330587, GSE330588. All other data generated or analyzed during this study are included in this published article and its supplementary information files.

## Abbreviations

Pax4: Paired box gene 4
KO: Knockout
HFD: High-fat diet
GSIS: Glucose-stimulated insulin secretion
scRNA-seq: Single-cell RNA sequencing
FACS: Fluorescence-activated cell sorting
IF: Immunofluorescence
DEGs: Differentially expressed genes
BMI: Body mass index

# Supplementary material for: PAX4 R192H variant impairs β cell function by disrupting β cell identity and compensatory capacity in response to metabolic stress
**Source:** Genome Med. 2026 May 28;18:111. doi: 10.1186/s13073-026-01669-z
**Supplement:** Supplementary file 1 — Supplementary Material 1.

# SUPPLEMENTARY DATA

**Supplementary Table**

**Supplementary Table 1. Baseline characteristics of study participants by *PAX4* R192H genotype.**

| ***PAX4* R192H genotype** | ***PAX4* Arg/Arg**  **(n=3,650)** | ***PAX4* Arg/His, His/His**  **(n=592)** | ***P* value^*^** |
| --- | --- | --- | --- |
| **Age (years)** | 51.1 (8.4) | 50.9 (8.3) | 0.676 |
| **Sex (%, male)** | 1703 (47) | 291 (49) | 0.278 |
| **Body mass index (kg/m^2^)** | 24.4 (3.0) | 24.7 (3.0) | 0.014 |
| **Fasting plasma glucose (mg/dL)** | 82.8 (8.4) | 83.8 (8.6) | 0.004 |
| **2 h glucose (mg/dL)** | 113 (29) | 116 (31) | 0.054 |
| **HbA1c (%)** | 5.52 (0.34) | 5.56 (0.35) | 0.017 |
| **Fasting insulin (pmol/L)^†^** | 6.3 (1.9) | 6.6 (1.7) | 0.080 |
| **IGI_60_^†^** | 6.8 (3.5) | 6.3 (3.5) | 0.167 |
| **ISI^†^** | 9.8 (1.8) | 9.5 (1.8) | 0.168 |
| **Disposition Index^†^** | 70.9 (3.4) | 61.1 (3.2) | 0.021 |
| **Total Cholesterol (mmol/L)^†^** | 187 (1.2) | 188 (1.2) | 0.774 |
| **Triglycerides (mmol/L)^†^** | 134 (1.6) | 138 (1.6) | 0.270 |
| **HDL cholesterol (mmol/L)^†^** | 44.1 (1.2) | 44.3 (1.2) | 0.555 |
| **LDL cholesterol (mmol/L)^†^** | 111 (1.3) | 110 (1.4) | 0.432 |

Data are unadjusted means (standard deviation), geometric means (geometric standard deviation), or n (%).

**P* values for the difference between genetic risk groups are calculated with *t*-test and the χ² test for continuous and categorical variables, respectively.

^†^Variables were log-transformed before statistical analysis and shown as geometric mean (geometric standard deviation).

IGI_60_, insulinogenic index at 60 min; ISI, insulin sensitivity index.

**Supplementary Figure**

**
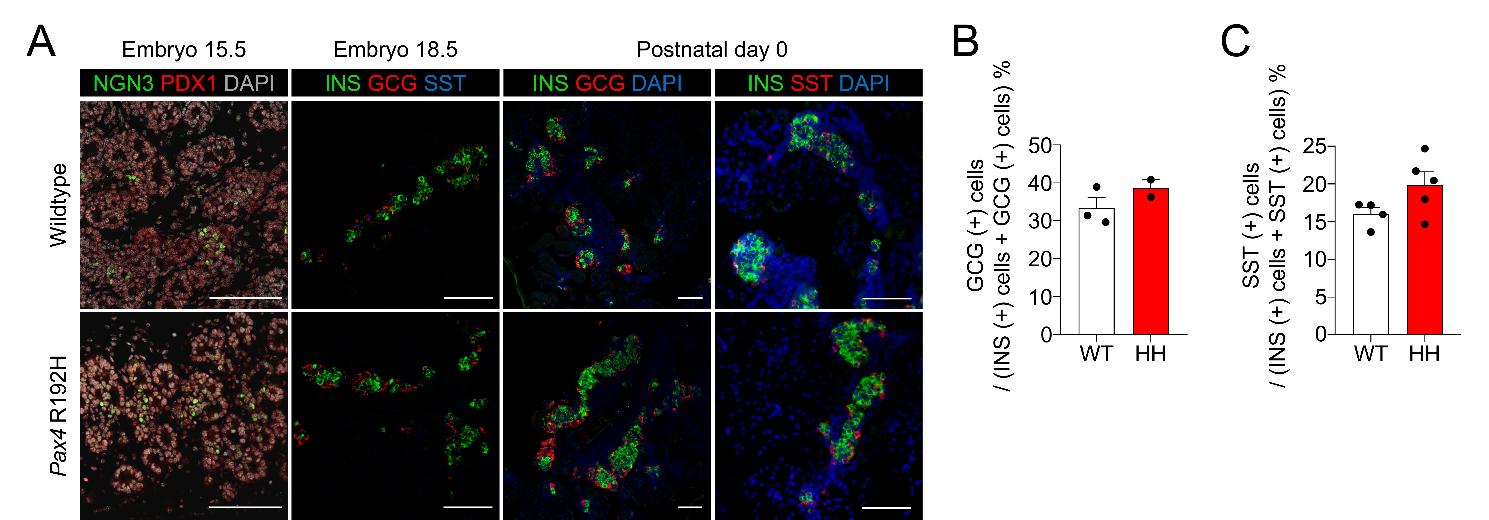
**

**Supplementary Figure 1. Pancreatic endocrine development was not altered in *Pax4* R192H mice**

(A) Immunofluorescence staining of Neurogenin3 (green) and Pdx1 (red) in the pancreas of wildtype and *Pax4* R192H mice at embryonic day 15.5 (E15.5), with nuclei stained with DAPI (gray). Immunofluorescence staining of endocrine hormones, including glucagon(red) and somatostatin(blue), and insulin (green) in the pancreas of wildtype and *Pax4* R192H mice at embryonic day 18.5 (E18.5). Immunofluorescence staining of endocrine hormones in the pancreas at postnatal day 0 (P0), showing Insulin (green), glucagon (red) or somatostatin (red) with nuclei stained with DAPI (blue); n ≥3 per group. Scale bar, 100 μm. (B,C) The number of glucagon positive (GCG⁺) α cells (B) and somatostatin-positive (SST⁺) δ cells (C) was quantified in pancreatic sections from wildtype (white bars) and *Pax4* R192H (red bars) mice at postnatal day 0; n ≥2 per group.

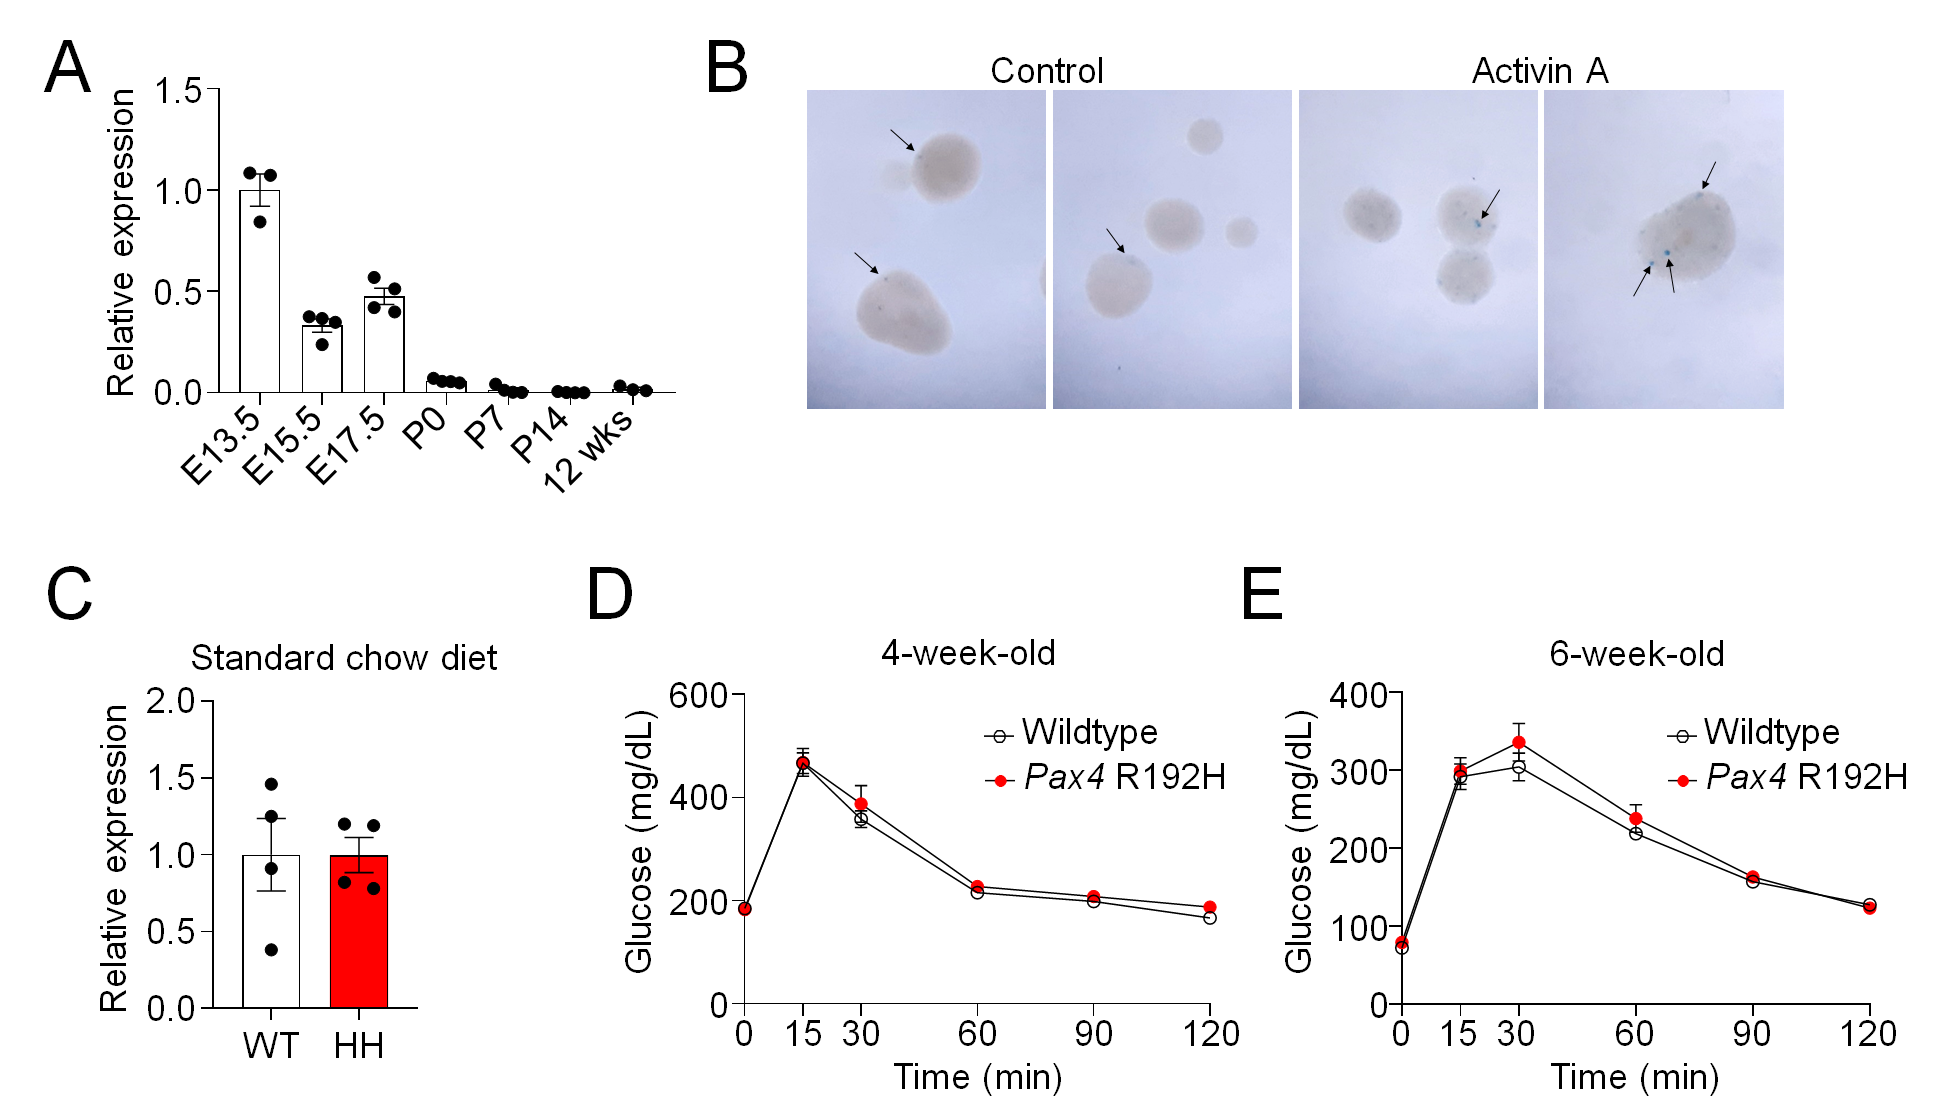

**Supplementary Figure 2. Pax4 expression in adult islets and glucose tolerance of *Pax4* R192H mice**

(A) *Pax4* mRNA expression in whole pancreas at embryonic day 13.5 (E13.5) through postnatal day 14 (P14), and in isolated pancreatic islets from 12-week-old adult mice, as measured by quantitative RT–PCR. The accompanying table shows the mean Ct values obtained from qRT–PCR for each condition, providing information on transcript abundance. Expression levels were normalized to *Actb* as an internal control, which exhibited stable Ct values of approximately 21 across all samples, supporting the reliability of the qRT–PCR measurements. (B) Representative bright-field images of isolated pancreatic islets from *Pax4^LacZ/+^* reporter mice stained with X-gal. X-gal-positive cells (arrows) were detected in adult islets, indicating Pax4 expression with heterogeneous distribution among islet cells. (C) *Pax4* mRNA expression in isolated islets from *Pax4* R192H mice under standard chow diet conditions. The accompanying table shows the mean Ct values obtained from qRT–PCR for each condition, providing information on transcript abundance. *Actb* was used as an endogenous control. n ≥ 3 mice per group. (D,E) Intraperitoneal glucose tolerance test in wildtype and *Pax4* R192H mice after 16-hour fasting in 4-week-old (D) and 6-week-old (E); n ≥5 per group. WT, wildtype; HH, *Pax4* R192H; GCG, glucagon; SST, somatostatin; INS, insulin.

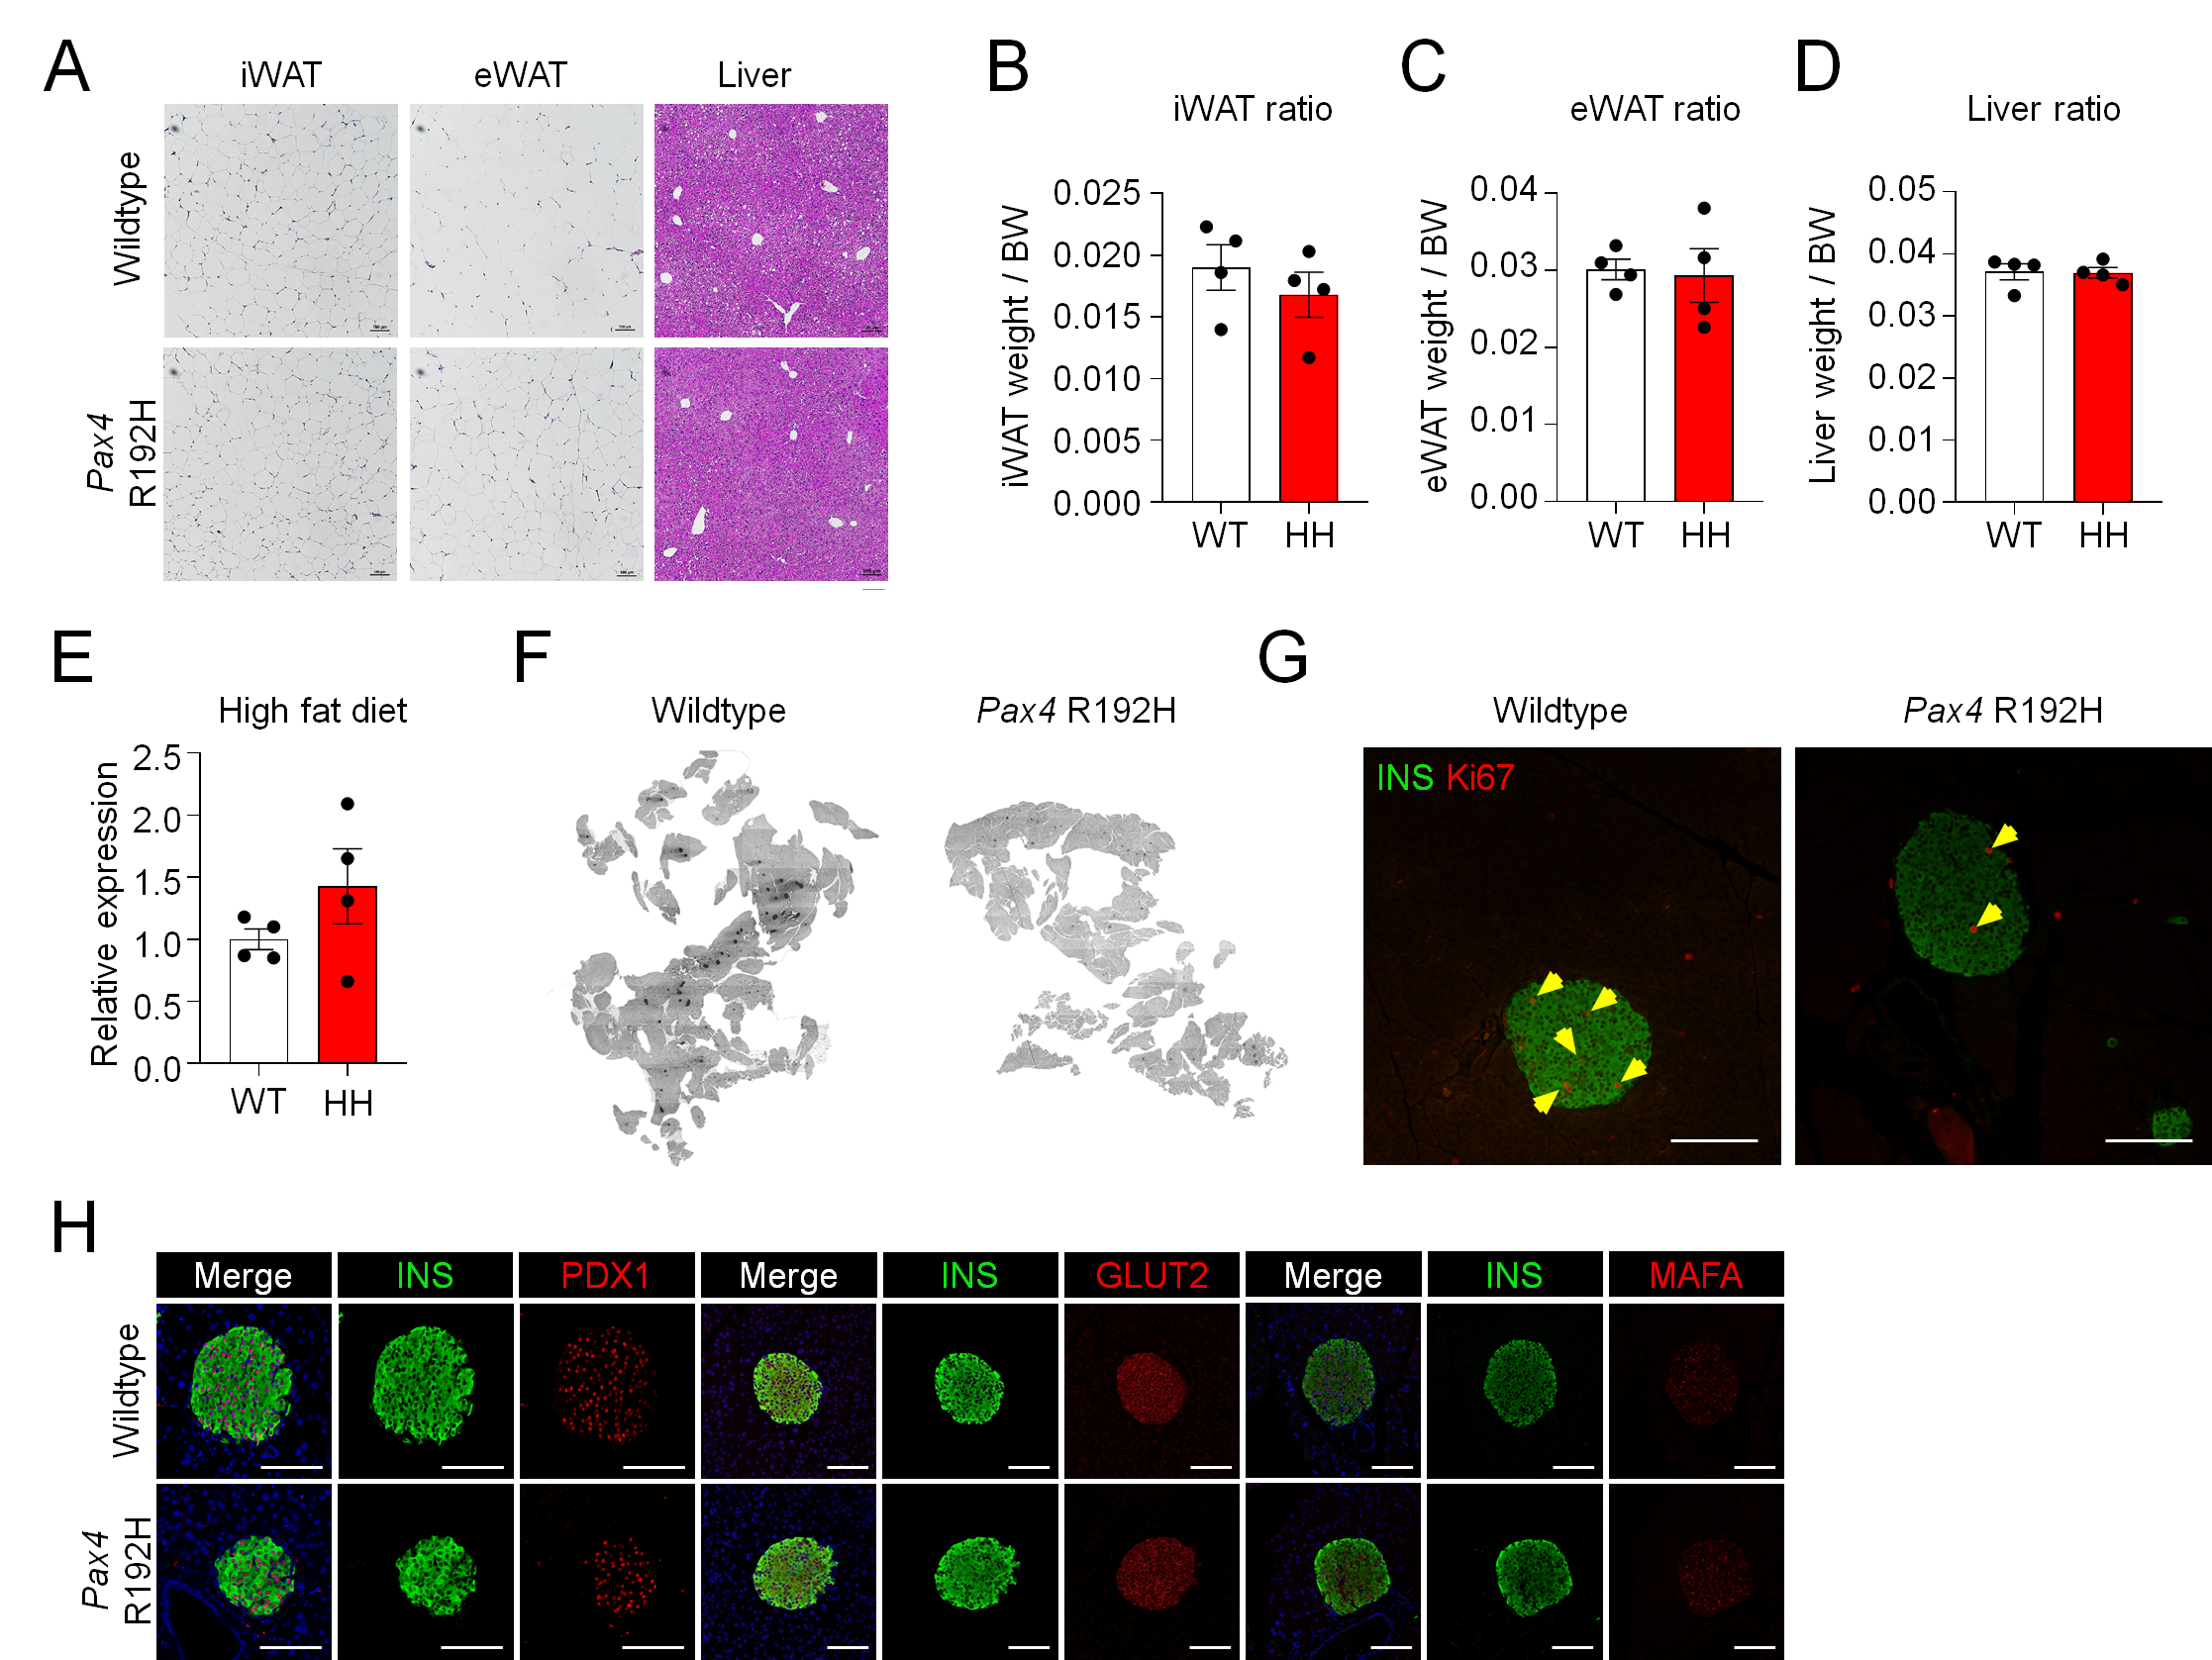

**Supplementary Figure 3. Metabolic phenotypes of *Pax4* R192H mice under high fat diet**

(A) Representative hematoxylin and eosin (H&E) staining of adipose tissue (iWAT, eWAT) and liver sections from mice fed a high fat diet for 4 weeks (16-week-old); n=4 per group. (B-D) Adipose tissue and liver to body weight ratio of iWAT (B), eWAT (C), and liver (D); n=4 per group. (E) *Pax4* mRNA expression in isolated islets from *Pax4* R192H mice under high fat diet conditions. The accompanying table shows the mean Ct values obtained from qRT–PCR for each condition, providing information on transcript abundance. *Actb* was used as an endogenous control. n ≥ 3 mice per group. (F) Immunohistochemical staining of insulin in pancreatic sections from wildtype and *Pax4* R192H mice fed a high fat diet for 4 weeks (16-week-old); n=5 per group. (G) Immunofluorescence staining with Ki67 (red) and insulin (green) of wildtype and *Pax4* R192H mice fed 2 weeks of high fat diet (14-week-old). Yellow arrows=Ki67 and insulin co-positive cells; n=4 per group. Scale bar, 100 μm. (H) Immunofluorescence of β cell markers (PDX1, UCN3 and MAFA) and insulin in pancreatic sections from mice fed 4 weeks of high fat diet (16-week-old); n=4 per group. Scale bar, 100 μm. BW, body weight; WT, wildtype; HH, *Pax4* R192H.

**
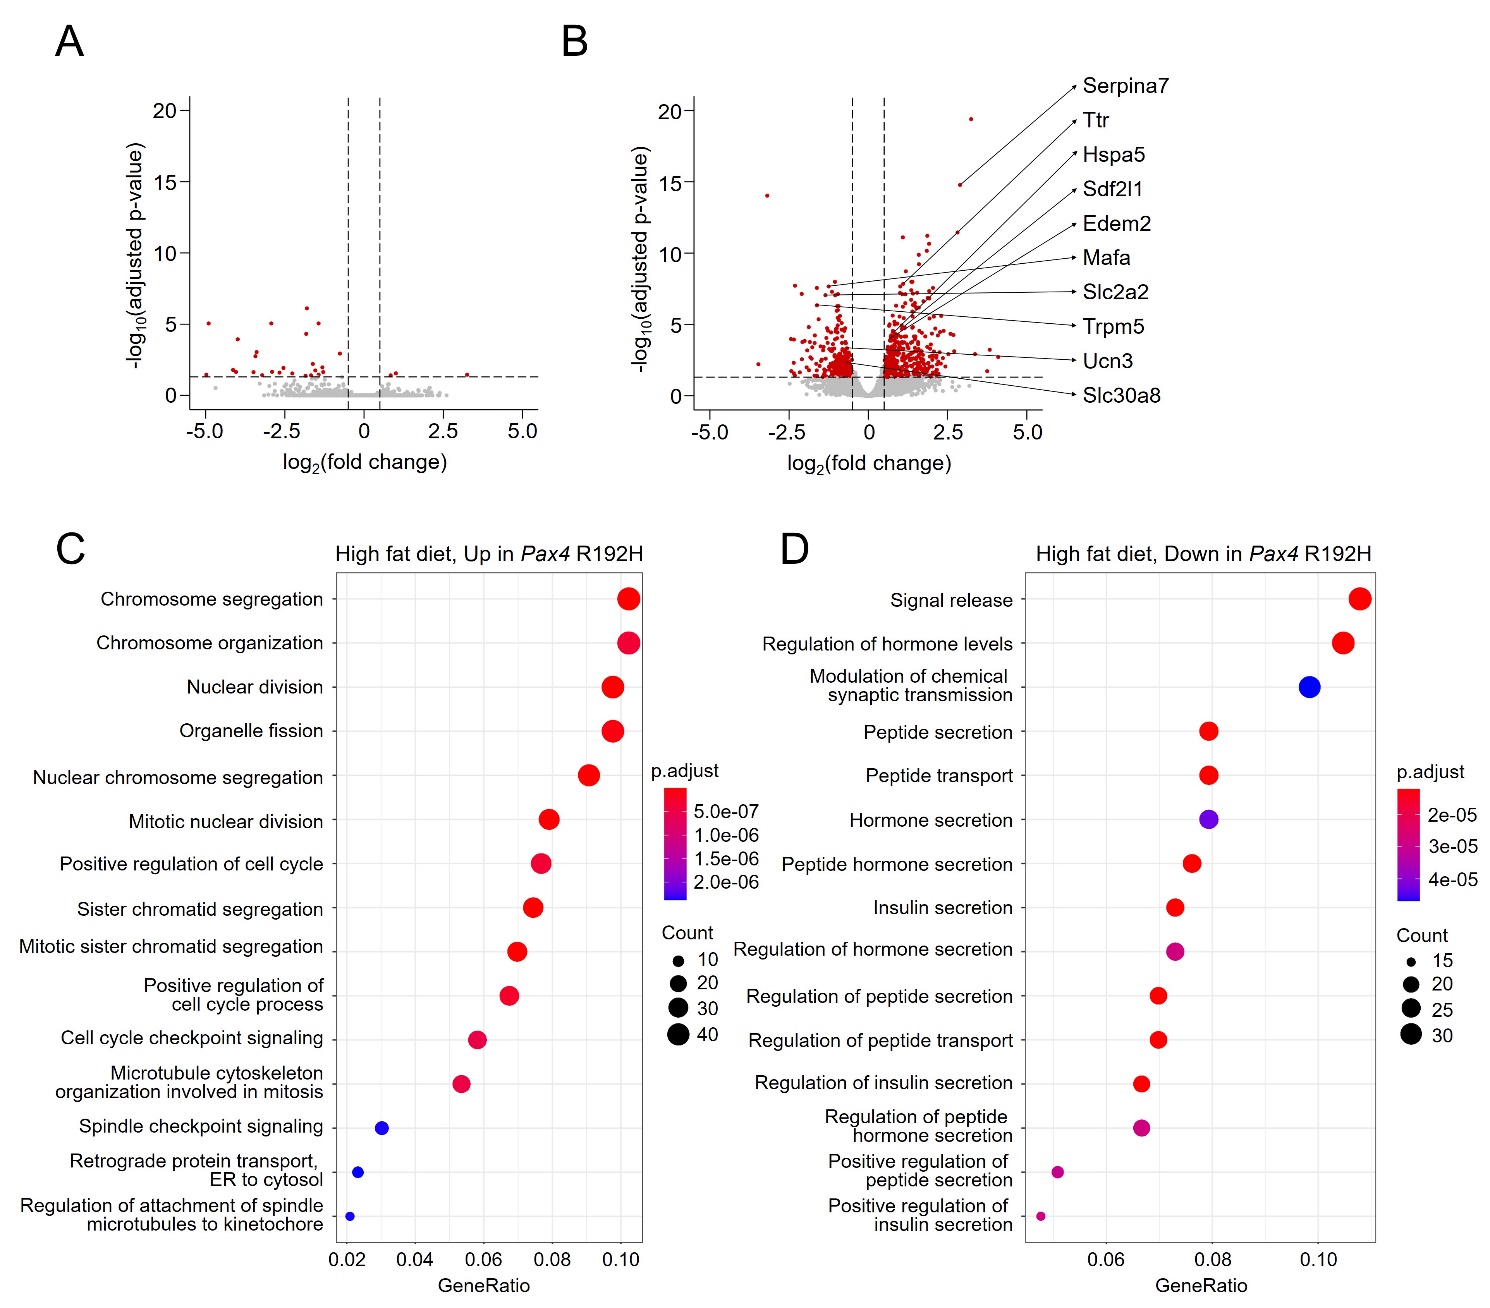
**

**Supplementary Figure 4. Gene set enrichment analysis reveals altered transcriptional programs in *Pax4* R192H islets under high fat diet**

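Among the genes called between HFD-fed *Pax4* R192H and wildtype islets whose groups did not overlap and whose mean was at least 1 CPM, the largest increases were those of *C1qtnf1* (log2 fold change 3.03, standard error 0.36, edgeR adjusted p = 0.00225), *Dapl1* (log2 fold change 2.99, standard error 0.24, edgeR adjusted p = 0.000218) and ENSMUSG00000134776, a gene the annotation does not name (log2 fold change 2.87, standard error 0.62, edgeR adjusted p = 0.0306). *Dapl1* had 114 ± 3.27 CPM in HFD-fed *Pax4* R192H and 14.4 ± 4.76 CPM in HFD-fed wildtype mice (SD, n = 3 each). The largest decreases were those of *T2* (log2 fold change -3.08, standard error 0.31, edgeR adjusted p = 0.000600), *Reln* (log2 fold change -2.64, standard error 0.40, edgeR adjusted p = 0.00566) and *Crhr1* (log2 fold change -2.37, standard error 0.42, edgeR adjusted p = 0.0126). With the acinar marker mean as a covariate, the fold changes of these 6 genes kept their sign and none passed the threshold. With each HFD-fed mouse left out in turn, ENSMUSG00000134776 was called in 0 of 6 fits (edgeR adjusted p between 0.0567 and 0.133). *Crhr1* kept its call in 3 of the 6 fits, and *C1qtnf1*, *Dapl1*, *T2* and *Reln* in all 6.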

(A, B) Volcano plots showing differential gene expression between wildtype and *Pax4* R192H mice within each diet condition: (A) SCD at 12 weeks; (B) HFD at 16 weeks. Vertical lines indicate |log_2_(fold change)| = 0.5, and horizontal line indicates -log_10_(adjusted *P* value) = 1.3. (C, D) Results of over-representation analysis showing gene sets in the GO Biological Process pathway upregulated (C) or downregulated (D) in *Pax4* R192H islets under high fat diet (16-week-old).

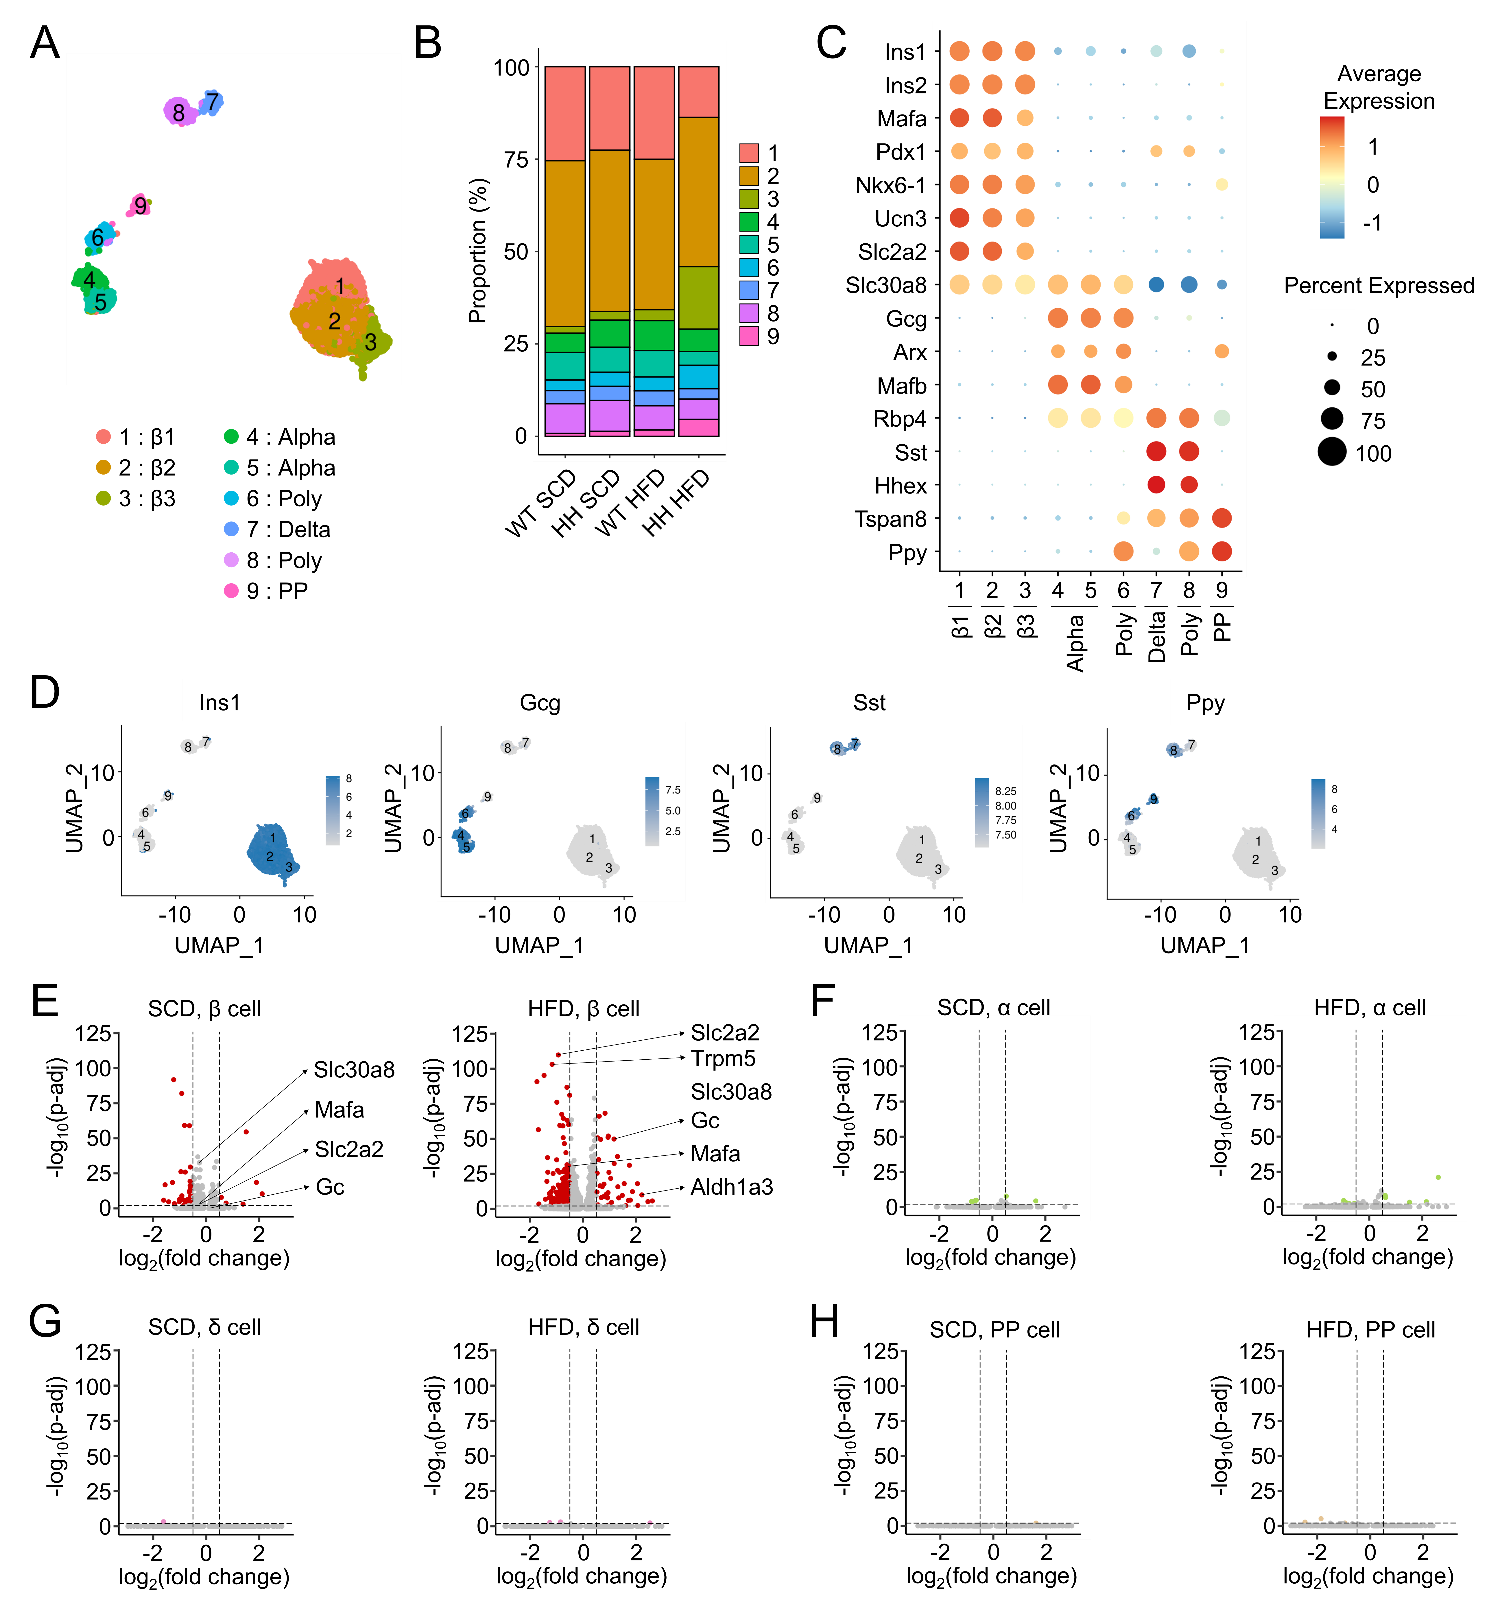

**Supplementary Figure 5. *Pax4* variant induces distinct transcriptomic changes in β cells compared to other endocrine cells**

(A) UMAP plot of pancreatic endocrine cells from wildtype and *Pax4* R192H mice fed standard chow diet (12-week-old) or high fat diet (16-week-old). Colors represent a distinct cell cluster. (B) Composition pattern of cell clusters in wildtype and *Pax4* R192H mice fed standard chow diet (12-week-old) or high fat diet (16-week-old). (C) Dot plot showing relative expression of endocrine cell markers in each cluster. Colors indicate relative expression levels and dot sizes indicate percentage of cells expressing each gene. (D) UMAP plots showing the scaled expression of representative islet hormone genes (*Ins1*, *Gcg*, *Sst*, and *Ppy*) (E–H) Volcano plots showing differential gene expression in β cells (E), α cells (F), δ cells (G) or PP cells (H) between wildtype and *Pax4* R192H under standard chow diet or high fat diet. Vertical lines indicate |log_2_(fold change)| = 0.5, and horizontal line indicates -log_10_(p-adj) = 2. WT SCD, wildtype with standard chow diet; HH SCD, *Pax4* R192H homozygous knock-in with standard chow diet; WT HFD, wildtype with high fat diet; HH HFD, *Pax4* R192H homozygous knock-in with high fat diet.

**
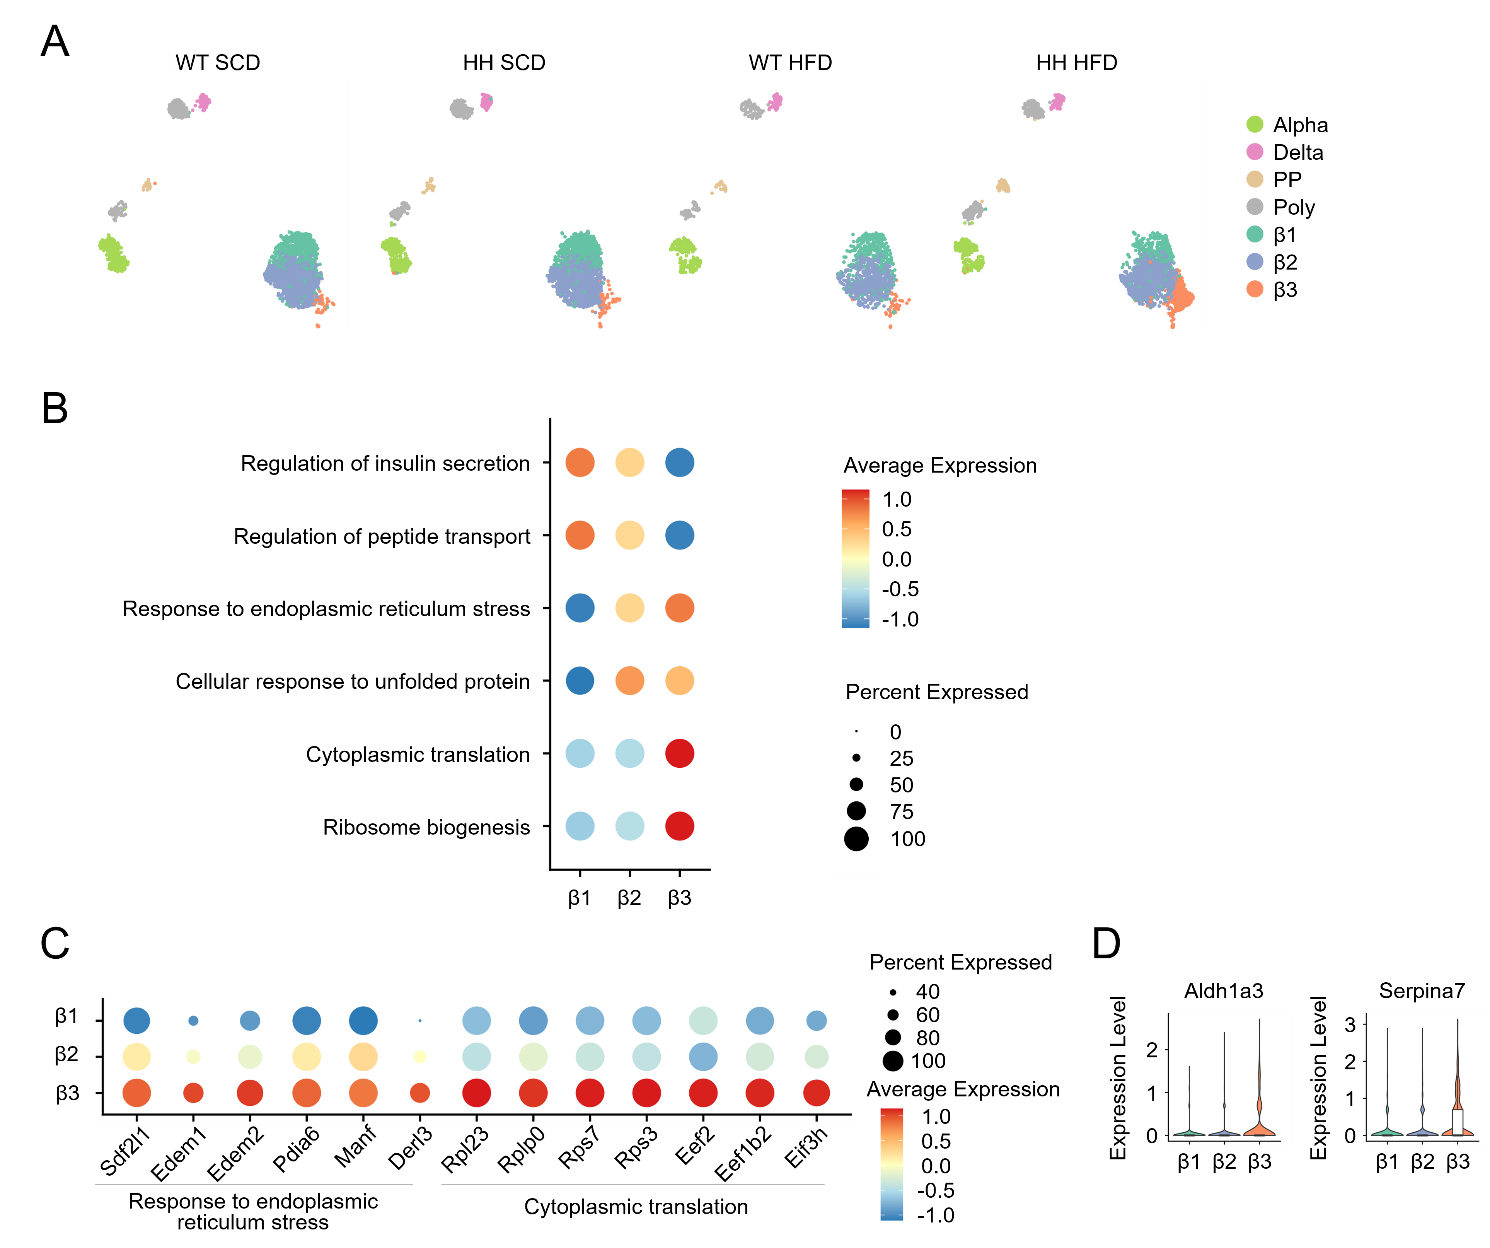
**

**Supplementary Figure 6. *Pax4* variant induces loss of β cell identity with activation of UPR and translation process**

(A) UMAP plot showing pancreatic endocrine cells from wildtype and *Pax4* R192H mice fed standard chow diet (12-week-old) or high fat diet (16-week-old). Colors represent cell types. (B) Dot plot showing expression levels of genes included in Gene Ontology (GO) terms identified by pathway analysis of β cell clusters. Colors indicate relative expression levels and dot sizes indicate percentage of cells expressing genes included in gene sets. (C) Dot plot showing relative expression of genes in gene sets termed 'Response to endoplasmic reticulum stress’ and ‘Cytoplasmic translation’ in β cell clusters. Colors indicate relative expression levels and dot sizes indicate percentage of cells expressing each gene. (D) Violin plot showing expression levels of *Aldh1a3 and Serpina7* among β cell clusters. WT SCD, wildtype with standard chow diet; HH SCD, *Pax4* R192H homozygous knock-in with standard chow diet; WT HFD, wildtype with high fat diet; HH HFD, *Pax4* R192H homozygous knock-in with high fat diet.

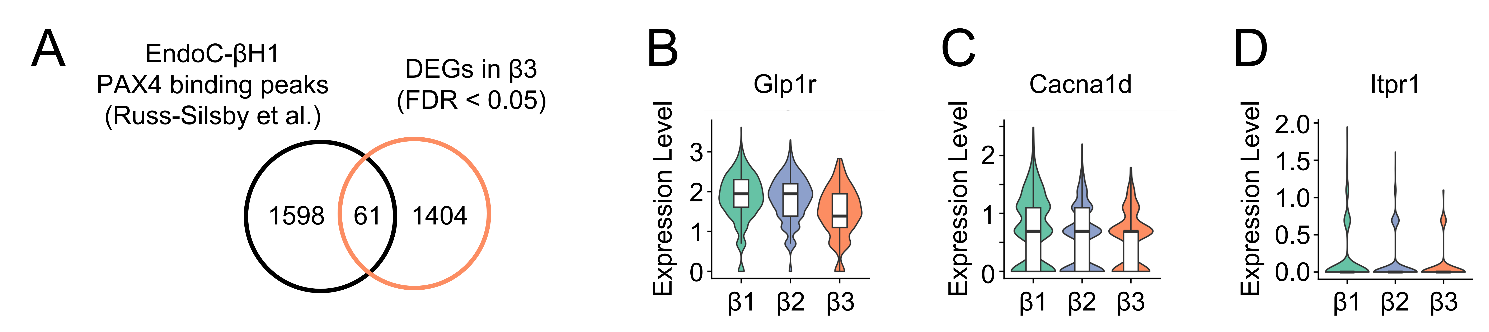

**Supplementary Figure 7. PAX4 binding targets are associated with β cell function**

(A) Venn diagram showing the number of genes associated with PAX4 binding peaks in EndoC-βH1 (Russ-Silsby et al. Mol Metab. 2025) and differentially expressed genes in β3 cluster from the scRNA-seq analysis in Figure 4. (B-D) Violin plots showing expression levels of *Glp1r* (B), *Cacna1d* (C), and *Itpr1* (D) among β cell clusters from wildtype and *Pax4* R192H mice fed high fat diet.

**
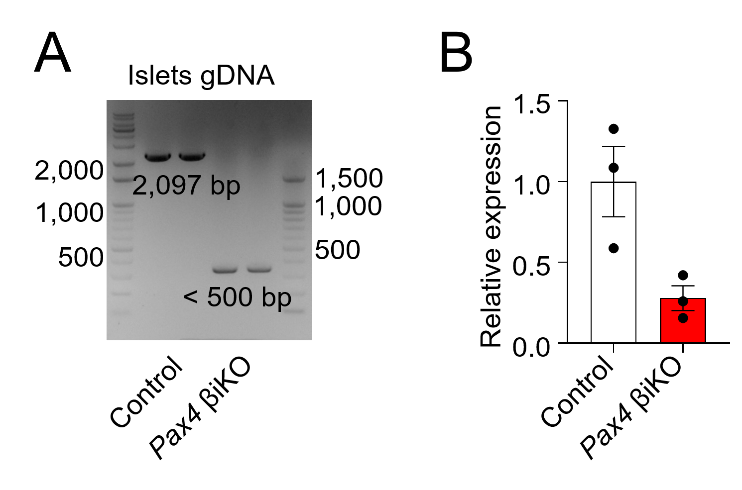
**

**Supplementary Figure 8*.* Pax4 Deletion in *Pax4* βiKO Islets**

(A) PCR analysis of genomic DNA purified from pancreatic islets confirming Cre-mediated recombination of the Pax4 floxed allele in *Pax4* βiKO mice. The intact floxed allele yields a 2,097 bp PCR product, whereas recombined alleles generate a <500 bp fragment. (B) Quantitative RT–PCR analysis of Pax4 mRNA expression in isolated islets from control and *Pax4* βiKO mice. n=3 mice per group.

**
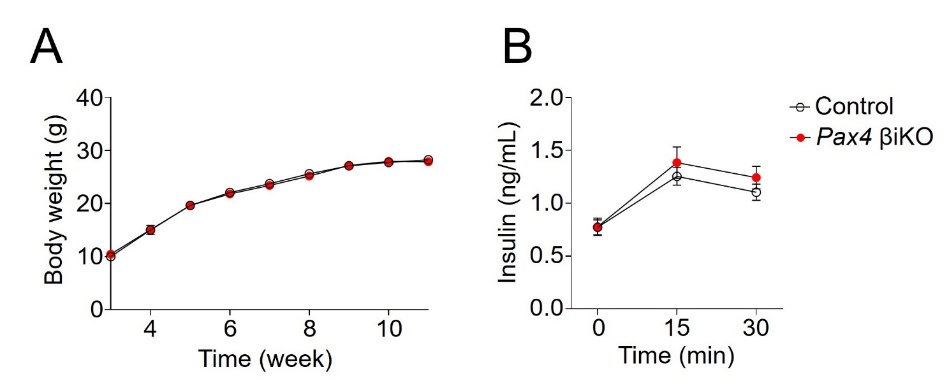
**

**Supplementary Figure 9. *Pax4* βiKO mice exhibit comparable phenotypes under standard chow diet conditions**(A) Body weight of *Pax4* βiKO and control mice fed a standard chow diet (12-week-old); n=8–11 per group. (B) *In vivo* glucose-stimulated insulin secretion test in 12-week-old control and *Pax4* βiKO mice fed a standard chow diet for 16-hour fasting; n=4–7 per group.

**
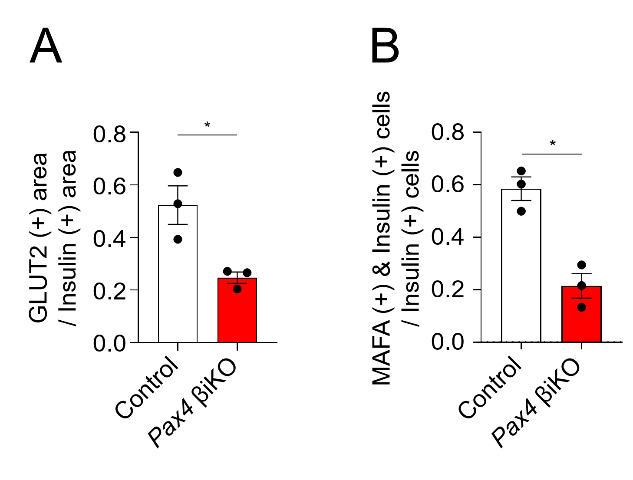
**

**Supplementary Figure 10. Decreased GLUT2-positive area and proportion of MAFA-positive cells in HFD-fed *Pax4* βiKO mice**

(A) Quantification of GLUT2-positive area normalized to insulin-positive area based on immunofluorescence images using ImageJ. (B) Quantification of MAFA-positive/Insulin-positive cells normalized to total insulin-positive cells in control and *Pax4* βiKO mice. n ≥3 mice per group and more than 100 islets per mouse were analyzed.

**
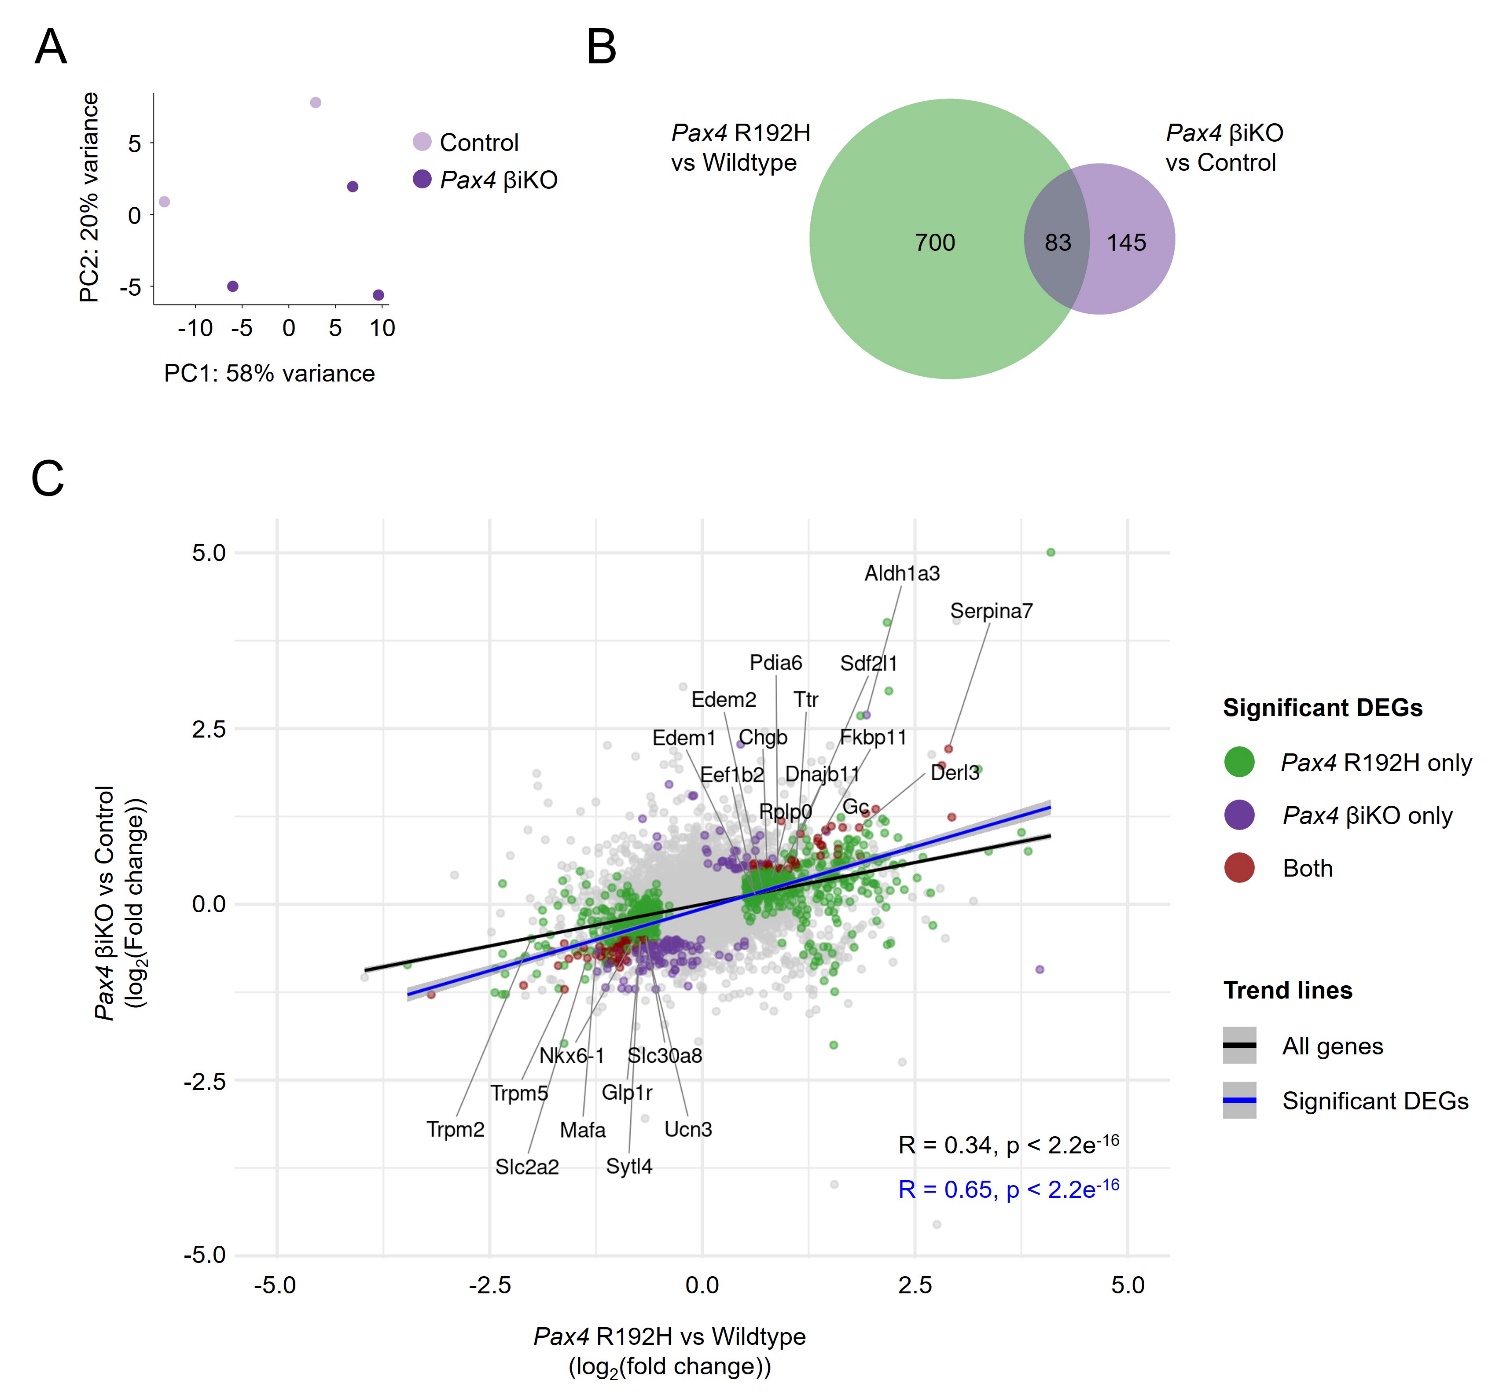
**

**Supplementary Figure 11. Transcriptomic analyses revealed a positive correlation between gene expression changes observed in *Pax4* R192H and *Pax4* βiKO islets*.***(A) Principal component analysis (PCA) of bulk RNA-seq data from control and *Pax4* βiKO islets after 8 weeks of high fat diet (20-week-old). (B) Venn diagram showing the number of differentially expressed genes (DEGs, log_2_(fold change) >0.5, adjusted *P* value <0.05) in islets of *Pax4* R192H mice (compared to wildtype mice, green circle) and *Pax4* βiKO mice (compared to control mice, purple circle) respectively. (C) Scatterplot showing the correlation of log_2_ fold changes of gene expression in islets of *Pax4* R192H mice (compared to wildtype mice) and *Pax4* βiKO mice (compared to control mice). Colored dots indicate significant DEGs (log_2_(fold change) >0.5, adjusted *P* value <0.05) in *Pax4* R192H mice (green), *Pax4* βiKO mice (purple), or both genotypes (red). Trend lines and Pearson correlation coefficient were derived from all genes (black) or significant DEGs (blue).

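In the table of 2 control and 3 *Pax4* βiKO mice, PC1 of log2 CPM of the 500 most variable genes held 36.3% of the variance and PC2 held 25.4%. On PC1 the control mice lay at -21.5 and -3.44, and the *Pax4* βiKO mice at -17.1, 11.2 and 30.7, so the groups overlapped. Their centroids were 32.9 log2 units apart, and 3 of the 10 splits of the 5 mice into 2 and 3 gave a distance as large (exact permutation test, p = 0.3, with 0.1 the smallest p that the design allows).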

How the deposited data were processed for this re-analysis (not part of the article)

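Bulk RNA-seq of isolated islets was analysed for 17 mice in 2 tables. The first holds 3 wildtype and 3 *Pax4* R192H mice on SCD and 3 of each genotype on HFD, and the second holds 2 control and 3 *Pax4* βiKO mice on HFD. Groups were taken from the sample names, and no sample was left out. The other experiments of the paper, single-cell RNA-seq and qRT-PCR included, were not analysed here.

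The deposited values of both tables are expected counts per gene, which the authors made by aligning reads to mm10 with STAR v2.7.1, estimating transcript abundance with RSEM v1.3.3 and summing it to genes with tximport v1.36.0. They are not scaled for depth. The transcript length offsets of tximport were not used here, and the expected counts were rounded to whole numbers. Gene coordinates and the *Pax4* sequence were taken from GENCODE M21 on GRCm38. That annotation matched 65.8% of the gene identifiers of the first table and 66.7% of those of the second, and 90.7% and 89.5% of the tested ones, so the authors' annotation was a later one. The identifiers were tested whether or not they matched.

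The main test was edgeR's quasi-likelihood F-test (edgeR v4.0.16, R v4.3.3) after TMM normalization and filterByExpr with a minimum count of 10. One model with a coefficient per group was fitted to each table. Genes were called at a Benjamini-Hochberg adjusted p-value below 0.05 and an absolute log2 fold change above 0.5. Log2 CPM used a prior count of 2. The comparisons were *Pax4* R192H against wildtype on each diet, the interaction of genotype and diet, HFD against SCD in each genotype, and *Pax4* βiKO against control. Every gene that the paper names or labels for bulk RNA-seq was reported or counted, with the 3 called genes of the largest increase and the 3 of the largest decrease among those without overlap between groups and a mean of at least 1 CPM. The second table's largest genes are counted but not all named.

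Gene sets were written by hand from gene names and tested with limma's camera (limma v3.58.1) at an inter-gene correlation of 0.01. PCA used log2 CPM of the 500 most variable genes, and *k*-means used 2 centres and 25 starts. Distances between group centroids were tested by exact permutation, and overlap by the two-sided Fisher's exact test.

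Alternatives were RLE size factors, no filter, at least 10 counts in every sample, the replicate number as a block, the block with GC and length offsets, an acinar marker covariate, models of only the 2 groups compared, DESeq2 v1.42.0, preranked GSEA with fgsea v1.28.0, camera with estimated correlation, other gene choices and leaving out each mouse. DESeq2 with only 2 groups in the model, intestinal and immune marker covariates and leaving out the 2 largest genes were added after seeing the data.

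Totals per mouse were between 24268157 and 42679645 in the first table and between 28618835 and 31887537 in the second. The smallest share that 3 counts can show was between 7.03e-06% and 1.24e-05% of a library. Floors cover counting error only, since reads without molecular identifiers are not independent molecules.

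The tests were also run on simulated data, made from the files by changing 200 genes and raising the ribosomal protein genes by 0.5 on the log2 scale, so that called genes are changed genes, ribosomal protein genes or unchanged ones. In the first table's HFD comparison edgeR recovered 51.0% of the changed genes it tested, and 4 of its 112 called genes were neither changed nor ribosomal protein genes. DESeq2 recovered 59.5%, and 30 of its 175 called genes were unchanged. In the second table edgeR recovered 60.5%, with 12 of 132 unchanged, and DESeq2 60.5%, with 26 of 181 unchanged.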

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

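The tests on intestinal, lymphocyte and p53 genes, on the immune covariate, on the 4 gene sets with the acinar covariate, on the cell cycle set without the 2 largest genes, on non-endocrine markers beside the cell cycle set in *Pax4* βiKO islets and on the library size beside those genes were chosen after the results were seen. The other tests were set before their results were seen.

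The interaction of genotype and diet called 25 genes, so the genotype effect differed between the diets for them by a test of the difference itself. Of the 32 splits of the mice within each diet that part as many same-numbered pairs, 5 gave at least as many genes, and the largest number in another split was 94. Chance therefore remains an explanation of this count.

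The 25 acinar marker genes, which the paper does not discuss, shifted by 1.54 in HFD-fed *Pax4* R192H islets (limma's camera, adjusted p = 6.90e-28), with 25 of 25 higher and 8 called. Acinar tissue carried over with the islets is a candidate source. With the acinar mean as a covariate, 0 genes were called between the genotypes on the HFD, against 437 without it, and 1350 had an unadjusted p under 0.05, against 3041, while the log2 fold changes of the 437 called genes kept a median of 0.919 of their size. The covariate follows the genotype in these 6 mice, so it cannot tell the genotype and acinar tissue apart for single genes. Dilution of β cells by acinar tissue would lower *Ins1* and *Ins2* too. Their log2 fold changes were 0.13 (standard error 0.23) and 0.38 (standard error 0.24). Those of *Mafa*, *Ucn3*, *Nkx6-1*, *Slc2a2* and *Trpm5* lay between -1.65 and -0.62. These values argue against dilution as the only source for those 5 genes and do not cover the higher genes. With the covariate, the shift of the unfolded protein response set was 0.376 (adjusted p = 1.00e-16), that of the ribosomal proteins 0.403 (adjusted p = 4.81e-19), that of the insulin secretion set -0.329 (adjusted p = 0.000239) and that of the cell cycle set 0.962 (adjusted p = 4.75e-19, all from limma's camera), so the 4 shifts passed with the covariate. Without it they were 0.40, 0.51, -0.20 and 1.56 in the same order, so all but the insulin secretion shift became smaller. Shifts due to acinar tissue alone would be gone with the covariate, so these values argue against acinar tissue as the only source. In *Pax4* βiKO islets the 4 sets shifted the same way (0.16, 0.24, -0.19 and 0.56), while the acinar genes shifted by -0.71. Since the covariate parts the 2 groups as the genotype does, a part from acinar tissue is not excluded.

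In the second table the same 25 genes shifted by -0.71 in *Pax4* βiKO islets (limma's camera, adjusted p = 0.00778), with 0 of 25 higher. The acinar mean was 11.3 and 9.06 log2 CPM in the control mice and 10.9, 8.60 and 8.94 in the *Pax4* βiKO mice, so the groups overlapped. With the covariate 12 genes were called, of which 9 were among the 18, and the median ratio of log2 fold changes was 1.01. The fold changes called there thus changed little with the covariate.

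The 12 immune marker genes shifted by -0.58 in SCD-fed *Pax4* R192H islets (limma's camera, adjusted p = 2.40e-20), with 0 of 12 higher. The 12 tested lymphocyte markers, listed without those, shifted by -3.93, with 0 of 12 higher. Their mean was between -1.59 and 0.261 log2 CPM in wildtype and between -3.08 and -2.52 in *Pax4* R192H mice. Lymphoid tissue carried over with the wildtype islets may account for it, and a change of immune cells within the islets would give the same shift, so the 2 cannot be told apart. With the immune mean as a covariate, 0 genes were called on the SCD, as without it (754 and 629 at an unadjusted p under 0.05).

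The 42 cell cycle genes shifted by 1.56 in HFD-fed *Pax4* R192H islets (limma's camera, adjusted p = 1.94e-43), with 42 of 42 higher and 16 called. The set mean was between 2.71 and 2.85 log2 CPM in *Pax4* R192H and between 0.276 and 1.59 in wildtype mice. Without the 2 largest genes the set shifted by 1.56 (adjusted p = 1.06e-43), which settles nothing, because the shift is taken against all tested genes and a change of library size moves all of them alike. Immune, endothelial and stromal markers shifted by at most 0.272 (lowest adjusted p 0.415). Duct markers shifted by 0.470 (5 of 6 higher, limma's camera, adjusted p = 0.0718), the 12 tested lymphocyte markers by 0.627 (8 of 12 higher) and the 5 tested intestinal markers by 1.63 (5 of 5 higher). *Pax4* R192H replicate 3 had the lowest lymphocyte mean (-3.34 log2 CPM) and intestinal mean (-0.321) of the 6 HFD-fed mice and the highest cell cycle mean (2.85), which speaks against these 2 sources, while duct tissue is not excluded. No other split of the 6 mice gave a shift as large (1 of 4 splits that part all same-numbered pairs and 1 of all 10), but a share of 1 in 10 is the smallest the design allows, so chance is not excluded. In *Pax4* βiKO islets the set shifted by 0.56 (adjusted p = 6.44e-08), with 42 of 42 higher and 0 called. The set mean was 1.52 and 1.84 log2 CPM in the control mice and 2.66, 1.60 and 2.22 in the *Pax4* βiKO mice, so the groups overlapped. There, non-endocrine cells are not excluded. Endothelial markers shifted by 0.281 (8 of 8 higher, limma's camera, adjusted p = 0.00146), immune markers by 0.283 (11 of 12 higher, adjusted p = 0.0461) and stromal markers by 0.284 (8 of 9 higher, adjusted p = 0.0653), and the 13 tested lymphocyte markers by 2.28 (13 of 13 higher). *Pax4* βiKO replicate 1 had the highest cell cycle mean of the 5 mice (2.66 log2 CPM), yet the lowest lymphocyte mean (-1.71) and an immune mean of 3.91, between the controls at 3.90 and 4.03, which speaks against immune cells as the source. Endothelial and stromal cells remain, with no mean per mouse computed for them.

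The 25 p53 target genes other than *Eda2r* and *Ccng1* shifted by 0.31 in *Pax4* βiKO islets, with 20 of 25 higher. In HFD-fed *Pax4* R192H islets, which carry no Cre, they shifted by 0.0531, with 12 of 24 tested genes higher. A p53 response may accompany Cre and tamoxifen or the loss of *Pax4*, which the value of 0.314 cannot separate, since the control mice carried no Cre.

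*Esr1* had a log2 fold change of 8.82 in *Pax4* βiKO islets (edgeR adjusted p = 5.68e-07), higher in 3 of 3 mice. Reads of the CreERT2 transgene counted on *Esr1* are the likely source, and a change of the gene itself was not tested.

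The 2 genes with the largest counts, which the annotation does not name, took as much as 53.3% of the counts of 1 HFD-fed *Pax4* R192H mouse. Their share was between 49.2% and 53.3% in HFD-fed *Pax4* R192H and between 43.7% and 49.8% in HFD-fed wildtype mice. The counts on all other genes had a ratio of medians of 1.04 between these groups, so the share does not follow a difference in the remaining library size. Without the 2 genes, 0 genes were called on the SCD (641 at an unadjusted p under 0.05), 414 on the HFD, of which 409 were among the 437, and 19 for *Pax4* βiKO. No biological explanation was tested.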

How the results depend on the processing

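Settings were chosen before the data were examined except where they are said to have been chosen after seeing the data. Where a value changed, the cause was not tested, unless a value below shows it.

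Without the filter on low counts, the numbers of called genes were 261 on the SCD, 1279 on the HFD, 708 for the interaction, 924 for diet in wildtype and 697 for *Pax4* βiKO. The prior degrees of freedom of the model were then infinite, against 5.42 and 4.70 with the filter. Of the 1279 genes, 1221 were among those tested with the filter, and 415 were among the 437. With at least 10 counts in every sample, 80 genes were called for the interaction and 115 for diet in wildtype, and r over all genes was 0.451.

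The replicate number as a block gave 147 genes on the HFD, of which 145 were among the 437, 0 for the interaction (1787 at an unadjusted p under 0.05), 22 for diet in wildtype, 88 for *Pax4* βiKO and 25 shared genes, and r was 0.408 over the DEGs and 0.228 over all genes. Mice of the same number are different animals. Their mean residual correlation was -0.0370 in the first table and 0.0556 in the second. In the second table the 2 mice numbered 1 were nevertheless alike, with 2.51% and 2.52% mitochondrial counts against 3.25% to 3.66% in the other 3 mice, and an acinar mean of 11.3 and 10.9 against 8.60 to 9.06 log2 CPM. The 18 genes called for *Pax4* βiKO and the 9 shared genes come from a model without the numbers, and whether the numbers stand for batches is not known. The block with GC and length offsets gave 3 genes for the interaction, 4 for diet in wildtype, 1532 for diet in *Pax4* R192H and 45 for *Pax4* βiKO, and a ribosomal protein shift of -0.0114 on the SCD (adjusted p = 0.460).

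The acinar covariate gave 0 genes on the HFD, against 437 without it (1350 against 3041 at an unadjusted p under 0.05), 0 for the interaction, against 25 (1211 against 2147 unadjusted), 42 for diet in wildtype, 85 for diet in *Pax4* R192H and 0 shared genes, and r over the DEGs was 0.421. The intestinal covariate, chosen after seeing the data, gave 195 genes on the HFD. With only the 2 groups compared in the model, 1 gene was called on the SCD and 1 for diet in wildtype.

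The DESeq2 Wald test gave 18 genes on the SCD, 919 on the HFD, of which 435 were among the 437, 311 for the interaction, 544 for diet in wildtype, 250 for *Pax4* βiKO and 97 shared genes, and r was 0.389 over the DEGs and 0.0918 over all genes. With only the 2 groups compared in DESeq2, chosen after seeing the data, the numbers were 51 on the SCD, 907 on the HFD, 307 for diet in wildtype and 101 shared genes.

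With the inter-gene correlation estimated in limma's camera, the shifts stayed as they were and the adjusted p no longer passed. On the HFD this held for the ribosomal proteins (0.511, adjusted p = 0.105), the unfolded protein response (0.4001, adjusted p = 0.0966) and insulin secretion (-0.204, adjusted p = 0.105), and on the SCD for the ribosomal proteins (-0.0773, adjusted p = 0.597) and cell cycle (-0.292, adjusted p = 0.477). In *Pax4* βiKO islets it held for the ribosomal proteins (0.242, adjusted p = 0.105), the unfolded protein response (0.156, adjusted p = 0.251) and cell cycle (0.556, adjusted p = 0.477). Over the alternatives the adjusted p of the HFD insulin secretion set ranged from 2.45e-06 to 0.105, and without the genes the paper names its shift was -0.135 (adjusted p = 0.0667).

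Over the DEGs, Spearman's rho was 0.730, and r was 0.732 over the genes called for *Pax4* R192H and 0.374 over those called for *Pax4* βiKO. Spearman's rho over all genes was 0.385. PC1 held 33.2% of the variance with all tested genes and 42.7% with the variance stabilizing transformation, and 51.2% with the latter in the second table. With 3 *k*-means centres the difference between the HFD groups in mean z score was 1.407, against 1.144 with 2.

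With RLE size factors, 34 results kept their direction and, for tests, their side of the threshold, with counts within 1.5 times. Single calls changed, and 430 genes were called on the HFD, all among the 437. The same held for 21 results without the 2 largest genes, chosen after seeing the data, where 409 of the 414 genes called on the HFD were among the 437, and for 12 results of preranked GSEA. Without the 2 genes, set shifts and correlations could hardly change, since a change of library size moves all genes alike. Among 28 results for named genes, the acinar covariate weakened 14, the block weakened 2 and strengthened 2, and DESeq2 strengthened 8, with no direction reversed.

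With each mouse left out in turn, 0 genes were called on the SCD in each of 6 fits (629 at an unadjusted p under 0.05 with all mice). The numbers of called genes ranged from 93 to 498 on the HFD, from 0 to 101 for the interaction, from 5 to 125 for diet in wildtype, from 1706 to 2248 for diet in *Pax4* R192H and from 3 to 28 for *Pax4* βiKO, with 1 to 11 shared genes. The correlation ranged from 0.390 to 0.625 over the DEGs and from 0.111 to 0.310 over all genes. PC1 held between 24.5% and 30.8% in the first table and between 41.5% and 48.9% in the second. On the SCD the shifts ranged from -0.131 to -0.00689 for ribosomal proteins, from -0.110 to 0.0599 for the unfolded protein response, from 0.00632 to 0.0963 for insulin secretion and from -0.485 to -0.145 for cell cycle. The unfolded protein response on the SCD changed direction without wildtype SCD replicate 1 (0.0599) and without *Pax4* R192H SCD replicate 3 (0.0497). On the HFD the shifts ranged from 0.348 to 0.632, from 0.337 to 0.471, from -0.309 to -0.0781 and from 1.22 to 1.79 for the same sets, and in *Pax4* βiKO islets from 0.216 to 0.256, from 0.112 to 0.211, from -0.218 to -0.181 and from 0.241 to 0.824. Where a fit left 1 control mouse, no call was made.

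*Pax4* was listed at 0 in all 17 mice. Whether depth, annotation or quantification led to this was not tested.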

Differences from the paper's values

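The paper states 228 DEGs for *Pax4* βiKO, and 18 were called here. Of the 11 alternatives set before the data were examined, only the DESeq2 Wald test, the tool the paper's methods name, gave a number within 1.5 times of it (250). The other 10 gave between 3 and 697.

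The paper states 83 DEGs shared between *Pax4* R192H and *Pax4* βiKO, and 9 were shared here. Among 15 such alternatives, DESeq2 gave 97 and the other 14 gave between 0 and 25. DESeq2 with only the 2 groups compared, chosen after seeing the data, gave 101.

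The paper's Pearson r over the DEGs is 0.65, and it was 0.556 here. It differed less than the spread between mice with Spearman's rho (0.730), over the genes called for *Pax4* R192H (0.732), with at least 10 counts in every sample (0.629), without wildtype HFD replicate 2 (0.625) and without *Pax4* βiKO replicate 2 (0.625). The other 12 of the 17 alternatives did not come as close, DESeq2 (0.389) among them. The genes behind the 0.556 include *Esr1*, for which reads of the CreERT2 transgene are the likely source in *Pax4* βiKO islets.

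The paper's Supplementary Fig. 11B shows about 780 DEGs for *Pax4* R192H on the HFD, read by eye, and 437 were called here. Of 15 alternatives, at least 10 counts in every sample gave 639 and DESeq2 919, both within 1.5 times, and the other 13 did not. DESeq2 with only the 2 groups compared, chosen after seeing the data, gave 907.

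The paper's Supplementary Fig. 11A shows PC1 at about 58% of the variance for *Pax4* βiKO and control, read by eye, and it was 36.3% here. With the variance stabilizing transformation it was 51.2%, and with each of the 5 mice left out it was between 41.5% and 48.9%, all within 1.5 times. PCA of all tested genes and PCA without acinar marker genes were not.

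The paper states that *Mafa*, *Ucn3* and *Nkx6-1* were lower in HFD-fed *Pax4* R192H islets. They were lower here, with edgeR adjusted p-values of 0.0823, 0.0718 and 0.0887. DESeq2 called *Ucn3* (adjusted p = 0.0125) and *Nkx6-1* (adjusted p = 0.0178) but not *Mafa* (adjusted p = 0.0525). DESeq2 with only the 2 groups compared, chosen after seeing the data, called all 3 (adjusted p = 8.25e-09 for *Mafa*, 0.00114 for *Ucn3* and 0.000399 for *Nkx6-1*), and under it *Aldh1a3* (adjusted p = 0.0707) and *Gc* (adjusted p = 0.0536) were not called.

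The paper states that *Mafa* was lower in *Pax4* βiKO islets, where its edgeR adjusted p was 0.226 here and its DESeq2 adjusted p was 0.00572. The paper describes *Gc* and *Ttr* as higher in both models. In *Pax4* βiKO islets neither was called here (edgeR adjusted p = 0.0631 and 0.257). DESeq2 called both (adjusted p = 1.32e-13 for *Gc* and 0.00230 for *Ttr*), and *Gc* was also called by edgeR with the replicate block (adjusted p = 0.00672) and without *Pax4* βiKO replicate 3 (adjusted p = 0.0441).

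The paper describes a small number of DEGs between the genotypes on the SCD, and 0 genes were called here, with 629 at an unadjusted p under 0.05. DESeq2 called 18, edgeR without the filter 261, edgeR with only the 2 groups compared 1, and DESeq2 with only the 2 groups compared, chosen after seeing the data, 51.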

Other observations

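The intestinal and small RNA tests were chosen after the results were seen.

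For the 437 genes called between HFD-fed *Pax4* R192H and wildtype islets, other explanations were tested. With all libraries subsampled to 24268150 counts, 412 genes were called. Of the 6 mice, 0 had more *Xist* than the 4 Y-linked genes together. Of 102 tested genes within 10 Mb of *Pax4*, 1 was called (Fisher's exact test, two-sided, p = 0.523), which gives no sign of variation linked to the locus. *Nnt*, which differs between substrains, had a log2 fold change of 0.156 (edgeR adjusted p = 0.909). No other split of the 6 mice called a gene, so 1 of 4 splits that part all same-numbered pairs and 1 of all 10 gave as many, the smallest share the design allows, and chance is not excluded. The same held for the ribosomal protein, unfolded protein response and insulin secretion sets on the HFD (1 of 4 and 1 of 10 each) and for the diet comparisons in wildtype and in *Pax4* R192H mice (1 of 4 and 1 of 10 each).

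On the SCD, 0 genes were called, with 629 at an unadjusted p under 0.05, so all 4 splits that part the same-numbered pairs, and all 10, gave as many. The acinar covariate left the number at 0 (621 unadjusted), subsampling to 24268150 counts gave 0 (568 unadjusted), 0 of 6 mice had more *Xist* than Y-linked genes, and 0 of 102 tested genes near *Pax4* were called. *Nnt* had a log2 fold change of -0.254 (edgeR adjusted p = 1). A shift as large in size was given for the ribosomal proteins by 2 of 4 splits (4 of 10), for the unfolded protein response by 4 of 4 (9 of 10), for insulin secretion by 3 of 4 (5 of 10) and for cell cycle by 2 of 4 (4 of 10). The genes called on the HFD had a median SCD log2 fold change of -0.0258 in the HFD direction, and 7 of 10 splits gave one as large in size, so a smaller effect of the same kind was not seen. The SD between SCD mice was 1.05 times that between HFD mice, so a larger spread does not explain the count.

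For the 18 genes called for *Pax4* βiKO, subsampling to 28618787 counts gave 19. Of the 5 mice, 0 had more *Xist* than Y-linked genes. Of 105 tested genes within 10 Mb of *Pax4*, 0 were called (Fisher's exact test, two-sided, p = 1), and *Nnt* had a log2 fold change of 0.125 (edgeR adjusted p = 0.841). Of the 9 other splits of the 5 mice, 1 called 66 genes. It set the 2 mice numbered 1 apart from the other 3.

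More genes were called for *Pax4* R192H than for *Pax4* βiKO in the main test. The replicate block gave 147 against 88, while the acinar covariate gave 0 against 12. In a model of only the HFD-fed *Pax4* R192H and wildtype mice, 335 genes were called. With 2 of the 3 wildtype mice in it, 413, 436 and 2 genes were called, depending on the mouse left out. This alone does not settle whether the smaller control group gave the lower number. On simulated data edgeR recovered 60.5% of the changed genes in the second table and 51.0% in the first, so such changes were not found less often in the second. Group size was not varied within a table there, and the simulated changes need not have the size of the real ones. The role of group size therefore stays open.

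The 9 shared DEGs were matched by 1 of 16 joint splits that part as many same-numbered pairs and by 2 of all 100. Joint splits that called no genes in one of the tables could share none. The correlation over all genes was matched by 1 of 16 and 2 of 100, and that over the DEGs by 3 of 16 and 8 of 100. Splits that called few or no genes have an r of 0 over the DEGs and could not match. The shares for the DEGs are therefore lower than among splits with enough called genes. With 16 splits the share cannot fall under 0.05, so chance is not excluded.

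With the replicate block and GC and length offsets, the ribosomal proteins shifted by 0.280 in HFD-fed *Pax4* R192H islets (limma's camera, adjusted p = 2.66e-11) and by 0.157 in *Pax4* βiKO islets (limma's camera, adjusted p = 2.52e-10), so GC content or gene length does not fully explain them.

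A smaller share of β cells was weighed as a source of the lower insulin secretion genes. Of 5 measures, namely higher α, δ and PP cell markers and lower *Ins1* and *Ins2*, 1 held in HFD-fed *Pax4* R192H and 2 in *Pax4* βiKO islets, which speaks against it. For *Gc* and *Ttr*, the other α cell markers shifted by -0.0100 in *Pax4* R192H and by -0.0161 in *Pax4* βiKO islets, and *Gcg* by -0.06 and 0.19, so a larger share of α cells was not seen.

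Handling of the islets was weighed for the unfolded protein response genes on the HFD. Handling would raise both immediate early and heat shock genes. The immediate early genes shifted by -0.374 (on the SCD by -0.471), against such a rise, while the heat shock genes shifted by 0.0697 with 4 of 7 higher, which does not decide it. The hypothesis that chaperone and ERAD genes rose without the integrated stress response was not decided. The integrated stress response genes shifted by 0.130 (28 of 39 higher, limma's camera, adjusted p = 0.0461), with 0 called higher and 1 lower. That p lies close to the threshold and rests on the fixed correlation of 0.01.

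A smaller diet response in *Pax4* R192H was also tested. Over the 71 genes called for diet in wildtype, the slope of the *Pax4* R192H on the wildtype response was 1.03, and 67 had the same sign. The comparison reuses the genes called in wildtype, and over the 2996 called in *Pax4* R192H the slope of the wildtype response was 0.334.

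Intestinal epithelium markers were high in SCD-fed *Pax4* R192H replicate 1 and HFD-fed *Pax4* R192H replicate 1. Of 5 tested markers, 4 had their 2 highest CPM in these mice. Intestinal tissue carried over is a candidate source that this count cannot settle, since the mice were noticed by these genes. With the intestinal mean as a covariate, 195 genes were called on the HFD, with a median fold change ratio of 0.997.

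Of the 20 genes with the largest PC1 loadings, 11 were small RNA genes. Without small RNA genes PC1 held 25.7% of the variance and still parted the diets, so they do not explain the separation.

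The paper quantified Ki67 and insulin positive cells by staining on the SCD and after 2 and 4 weeks of the HFD (Fig. 2J). It states that β cell proliferation rose in wildtype mice after 2 weeks of the HFD and was not induced in *Pax4* R192H mice. The β3 cluster of its single-cell data grew in HFD-fed *Pax4* R192H mice and had higher chromosome segregation pathways. From these and the translation pathways the paper proposes more translational or proliferative activity in that cluster. In the bulk RNA-seq of whole islets after 4 weeks of the HFD, *Mki67* had a log2 fold change of 1.79 between the genotypes (edgeR adjusted p = 0.0747). From the SCD to the HFD it changed by 2.34 in *Pax4* R192H (edgeR adjusted p = 0.00721, called) and by 0.37 in wildtype mice (edgeR adjusted p = 0.757), with an interaction of 1.97 (edgeR adjusted p = 0.296). Whole islets do not tell in which cells it rose.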
